# Enhanced Metabolic Potentials and Functional Gene Interactions of Microbial Stress Responses to a 4,100-m Elevational Increase in Freshwater Lakes

**DOI:** 10.3389/fmicb.2020.595967

**Published:** 2021-01-13

**Authors:** Huabing Li, Jin Zeng, Lijuan Ren, Qingyun Yan, Qinglong L. Wu

**Keywords:** elevation, freshwater lakes, microbial functional genes, stress response, metabolic potentials

## Abstract

Elevation has a strong influence on microbial community composition, but its influence on microbial functional genes remains unclear in the aquatic ecosystem. In this study, the functional gene structure of microbes in two lakes at low elevation (ca. 530 m) and two lakes at high elevation (ca. 4,600 m) was examined using a comprehensive functional gene array GeoChip 5.0. Microbial functional composition, but not functional gene richness, was significantly different between the low- and high-elevation lakes. The greatest difference was that microbial communities from high-elevation lakes were enriched in functional genes of stress responses, including cold shock, oxygen limitation, osmotic stress, nitrogen limitation, phosphate limitation, glucose limitation, radiation stress, heat shock, protein stress, and sigma factor genes compared with microbial communities from the low-elevation lakes. Higher metabolic potentials were also observed in the degradation of aromatic compounds, chitin, cellulose, and hemicellulose at higher elevations. Only one phytate degradation gene and one nitrate reduction gene were enriched in the high-elevation lakes. Furthermore, the enhanced interactions and complexity among the co-occurring functional genes in microbial communities of lakes at high elevations were revealed in terms of network size, links, connectivity, and clustering coefficients, and there were more functional genes of stress responses mediating the module hub of this network. The findings of this study highlight the well-developed functional strategies utilized by aquatic microbial communities to withstand the harsh conditions at high elevations.

## Introduction

Elevational patterns of biodiversity have attracted interest in the scientific fields of microbial ecology and biogeography because of the importance of these patterns in facilitating a comprehensive understanding of the influences of climate change on ecosystems. Numerous studies concerning elevational gradients have focused on terrestrial organisms and revealed that species richness generally exhibits decreasing or unimodal patterns with increases in elevation (e.g., Rahbek, 2005; Grytnes and Mccain, 2007). Studies on elevational species richness of a few freshwater taxa including aquatic plants (Jones et al., 2003), phytoplankton (Jankowski and Weyhenmeyer, 2006), rotifers (Obertegger et al., 2010), crustaceans (Hessen et al., 2007), stream macro-invertebrates (Jacobsen, 2004), and molluscs (Sturm, 2007) reported a linear decreasing pattern in species richness with elevation. In contrast, studies on chironomids (Nyman et al., 2005) and stream fish (Bhatt et al., 2012) showed a hump-shaped pattern in species richness with elevation. However, studies focusing on microbial diversity across elevation gradients in freshwater lakes are limited (Hayden and Beman, 2016; Li et al., 2017), even though microbial communities are the most important groups driving biogeochemical cycles and sustaining the whole ecosystem in lakes (Cole et al., 2000).

Microbial communities play central roles in biogeochemical processes such as carbon, nitrogen, and phosphorus cycling (Whitman et al., 1998; Cole et al., 2000). The development of microbial molecular biology technologies has led to considerable attention being directed at the phylogenetic and functional diversity patterns of microbial communities along elevations (Wang et al., 2011; Hayden and Beman, 2016; Li et al., 2017). However, most of these studies focused on taxonomy. The limited number of studies on microbial communities inhabiting soils (Bryant et al., 2008; Fierer et al., 2011; Singh et al., 2012), stones in streams (Wang et al., 2011), leaf surfaces (Fierer et al., 2011), and lake waters (Hayden and Beman, 2016; Li et al., 2017) indicated that the elevational patterns of microbial species richness varied with elevational ranges or habitat types. Microbial functional metabolic potentials are influenced by the changes in microbial species richness and environmental conditions (Kuang et al., 2016). However, little is known about the elevational patterns of microbial functional traits. Elucidating these patterns could improve our understanding of the influences of climate change on microbial-related ecological processes.

Many of the environmental factors that vary with elevation might affect the functional gene structure of microbial communities. Studies on microbial functional gene diversity along elevation gradients are very limited (Yang et al., 2014; Qi et al., 2017; Picazo et al., 2020). Yang et al. (2014) and Qi et al. (2017) reported that soil microbial functional gene structure (MFS) changed significantly with an increase in elevation from 3,200 to 3,800 m, and these changes were predominantly caused by decreases in temperature and concentrations of nutrients. A similar pattern was observed in biofilm microbes along three elevational gradients lower than 4,000 m (Picazo et al., 2020). The shifts in these environmental variables in lakes can be greater than twofold between elevations of approximately 530 to 4,600 m (Li et al., 2017). Furthermore, in contrast to data obtained from elevational studies of grassland, the high-elevation lakes (HELs), especially those with elevations above 4,000 m, are characterized by harsher conditions, including high UV, low primary production, and more recalcitrant dissolved organic carbon (DOC), than those of the low-elevation lakes (LELs; Li et al., 2017; Zhou et al., 2018). The harsh conditions in HELs are hypothesized to result in distinct patterns of microbial metabolic potentials compared to those in LELs, but this has not yet been investigated. It has been confirmed that microbial recruitment to exposed rocky surface habitats is based strongly on the selection of stress tolerance traits (Chan et al., 2013). It is thus very likely that microbial communities of HELs might have higher functional capacities in stress responses such as cold shock and radiation stress, and higher metabolic potentials in the degradation of recalcitrant DOC.

In an ecosystem, microorganisms interact with other organisms and their environment to form a complicated network (Zengler and Zaramela, 2018). Understanding this complex network over time and space is a key issue in ecology (Montoya et al., 2006; Zengler and Zaramela, 2018). Network analysis has been proven as a powerful method for examining complex interactions among microbes and identifying keystone species in different ecosystems, such as the human gut (Greenblum et al., 2012), river (Hu et al., 2017), marine environment (Gilbert et al., 2012), soils (Zhou et al., 2011; Barberán et al., 2012), and rhizosphere (Shi et al., 2016). Furthermore, this method has been applied to investigate changes in microbial metabolic potentials in elevated atmospheric CO_2_ and oil-contaminated soils (Zhou et al., 2010; Liang et al., 2011) and an acidic mining lake (Ren et al., 2018). These studies provide perspectives on microbial assemblages that cannot easily be found by simple alpha- and beta-diversity analyses (Shi et al., 2016). The network complexity of different microbial functional genes under elevated atmospheric CO_2_ or more stress conditions (e.g., low pH, limited carbon, nitrogen, and phosphorus sources) increased in terms of network size, connectivity, and clustering coefficients (Zhou et al., 2010; Ren et al., 2018). However, the patterns of microbial functional gene interactions have not yet been investigated in lakes with contrasting patterns of environmental variables at different elevations.

In this study, it was hypothesized that (1) the MFS differs significantly among lakes under different elevations; (2) the microbial functional potentials of stress responses increase with harsher environments at high elevations; (3) the harsh conditions of HELs alter the microbial functional molecular ecological network. These hypotheses were tested by focusing on four shallow freshwater lakes, including two HELs (at 4,652 and 4,608 m) and two LELs (at 530 and 525 m), at Mount Siguniang in Sichuan province, China. A comprehensive functional gene array (GeoChip 5.0) was utilized to analyze the functional gene diversity and metabolic potentials of the microbial communities in the four lakes. Random matrix theory (RMT)-based network analysis was performed to compare the interaction patterns of the co-occurring functional genes between the HELs and LELs. Overall, the contrasting patterns of freshwater microbial metabolic potentials and functional gene interactions between the HELs and LELs were demonstrated.

## Materials and Methods

### Field Sampling and Measurement of Environmental Parameters

The sampling sites were two HELs and two LELs at Mount Siguniang, a mountain system located in the eastern region of the Tibetan Plateau in China. Mount Siguniang, often referred to as the “Alps of Asia,” comprises a number of peaks, the highest of which has an elevation of 6,250 m. The upper slopes of the high mountains are mostly covered by snow throughout the year, which offers a desirable elevation gradient as well as a relatively geologically uniform environmental gradient within a small spatial scale (Li et al., 2017). The elevations of the two LELs were 525 and 530 m above sea level, whereas those of the two HELs were 4,652 and 4,608 m above sea level (Li et al., 2017). The two LELs (Maojiakou and Baigongyan; Supplementary Table 1 and Supplementary Figure 1) had much higher water temperature and concentrations of DOC, Chl *a*, and nutrients compared with the two HELs (Heihaizi and Baihaizi; Supplementary Table 1 and Supplementary Figure 1). Morphometric variables (elevation, latitude, longitude, surface area, and maximum depth) of each lake were measured and six uniformly distributed sites were selected in each lake for sampling. At each sampling point, approximately 1 and 9 L of surface water (top 50 cm) were collected for analysis of microbial functional structure and chemical variables, respectively. The methods used for sampling and determination of environmental characteristics were as described by Li et al. (2017).

### DNA Extraction and GeoChip Analysis

Total microbial nucleic acids were extracted and purified as described previously (Li et al., 2017). GeoChip 5.0, which includes more than 57,000 oligonucleotide probes and covers over 144,000 gene sequences from 393 functional gene families involved in cycling of carbon, nitrogen, phosphorus, and sulfur, stress response, etc. (Wang et al., 2014), was used to analyze the obtained DNA samples. For each sample, the DNA (500 ng) was labeled with Cy-3 fluorescent dye (GE Healthcare, CA, United States) by random priming as described previously (He et al., 2010) and then the labeled DNA was purified using a QIAquick purification kit (Qiagen, CA, United States) and dried in a SpeedVac (Thermo Savant, NY, United States). Dried DNA was resuspended in 42 μl of hybridization solution containing 1 × Hi-RPM hybridization buffer, 1 × CGH blocking agent, 0.05 μg μl^–1^ Cot-1 DNA, 10 pM universal standard, and 10% formamide (final concentrations). After mixing completely, the mixture was denatured at 95°C for 3 min and then kept at 37°C until hybridization. The hybridization was conducted at 67°C in an Agilent hybridization station (Agilent Technologies Inc., Santa Clara, CA, United States). Hybridized GeoChips were scanned by a NimbleGen MS200 scanner (Roche NimbleGen, Inc., Madison, WI, United States) and the image data were extracted using Agilent Feature Extraction 11.5 software (Agilent Technologies).

### Data Preprocessing

Raw data were uploaded to the microarray analysis pipeline^1^ and analyzed as previously described (Yang et al., 2014; Yan et al., 2015). Briefly, the following steps were performed: (i) good quality spots were selected, which were defined as having a signal-to-noise ratio (SNR) > 2; (ii) probes that appeared in more than approximately 30% of samples in one lake (two of the six samples from each lake) were selected for subsequent analysis; (iii) for each sample, the signal intensity of each probe was ln (*x*+1)-transformed and then normalized by dividing the initial signal intensity of each probe by the mean intensity of positive probes in each sample (Chan et al., 2013). The obtained microarray data matrix (normalized signal intensity) was considered as “species” abundance for microbial functional gene richness and composition analysis (Zhou et al., 2010); and (iv) the normalized signal intensities of all spots of each sample were transferred into relative signal intensities by dividing the normalized signal intensity of a probe by the total normalized signal intensity of a sample. These relative signal intensities were used for further evaluation of the microbial metabolic potentials (Ren et al., 2018). Finally, (v) the difference in normalized signal intensity (or the difference in relative signal intensity) of a specific gene family was calculated as: (S_HELs_/S_LELs_) - 1, where the S_HELs_ and S_LELs_ are the total normalized signal intensity of a specific gene family in the HELs and LELs, respectively.

### Network Construction

To reduce the complexity of the datasets, this study specifically focused on the commonly detected functional genes involved in key biogeochemical and ecological processes in lakes along elevation gradients, including carbon, nitrogen, and phosphorus cycling, and stress responses. These genes in the LELs and HELs were selected for the construction of the functional molecular ecological networks (fMENs), which were based on a RMT approach using a publicly available Molecular Ecological Network Analysis Pipeline (MENAP; http://ieg2.ou.edu/MENA/, Zhou et al., 2010; Deng et al., 2012). Briefly, the fMEN was constructed based on the Pearson correlation matrix calculated by the correlation coefficient (*r* value) between each of the two detected genes (Deng et al., 2012). A series of thresholds was then applied to the matrix and the similarity threshold (st) was kept or matrix eigenvalues were calculated using an RMT-based approach (Deng et al., 2016). During these calculations, the most suitable st was selected to obtain the Poisson distribution of the calculated eigenvalues, which indicates the non-random properties of a complex system (Deng et al., 2016). Each network was then separated into modules by fast greedy modularity optimization. For each network, 100 corresponding random networks were then generated with the same network size and an average number of links. Differences in the indices between the constructed and random networks were determined by statistical *Z* test.

Cytoscape 3.6.1 software (Shannon et al., 2003) and Gephi 0.9.2-beta (Bastian et al., 2009) were applied to visualize the network of the nodes.

### Identification of Node Roles

Topological roles of each functional gene were assessed by the within-module connectivity (Zi) and among-module connectivity (Pi; Guimerà and Amaral, 2005). Nodes in a network were organized into the following four categories: network hubs (Zi > 2.5 and Pi > 0.62), connectors (Pi > 0.62), module hubs (Zi > 2.5), and peripherals (Zi < 2.5 and Pi < 0.62); the former two have important roles in network topology (Zhou et al., 2010).

### Statistical Analyses

Using the microarray analysis pipeline (see text footnote 1), Student’s *t* tests were performed to determine the differences in functional gene diversity and relative signal intensity of each functional gene category and certain subcategories or phylogenetic groups between the HELs and LELs. Three non-parametric multivariate statistical tests, including a permutational multivariate analysis of variance using distance matrices (ADONIS, “Adonis” function), an analysis of similarity (ANOSIM, “anosim” function), and a multiple response permutation procedure (MRPP, “mrpp” function), and detrended correspondence analysis (DCA) were performed to determine the differences in MFS. These four analyses were conducted using the vegan package (version 2.3-0; Oksanen et al., 2013) in the R statistical computing environment.

Canonical correspondence analysis (CCA) was performed to detect the relationships between MFS and environmental parameters because the length of the first DCA axis run on the species data was >2. Forward selection was carried out to determine the significant factors in the CCA model by 999 simulated permutations (*p* < 0.05). All environmental variables were log (*x*+1)-transformed except for the values of water temperature and pH. In addition, variation partitioning analysis (VPA) was performed to identify individual and interactive contributions of productivity (Chl *a* and DOC), space (elevation and lake area), and the rest of the tested environmental heterogeneity to MFS (Li et al., 2017). CCA and VPA were performed using the vegan package in R.

Correlation coefficients between modules and environmental factors were tested on MENAP. The module eigengene E (the first principal component of modules; de Menezes et al., 2015) of the top modules for both the HELs and LELs networks were calculated, and their relationships with environmental variables were then estimated using Spearman’s rank correlation test.

## Results

### Microbial Functional Gene Richness

In total, 17,238 functional genes were detected in the 24 samples, of which 14,912 genes were derived from bacteria, 631 genes were from archaea, 1603 genes were from fungi, and the remaining genes were from bacteriophages. 

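Surface water was sampled at 6 sites in each of 4 lakes, and the DNA of each of the 24 samples was hybridized to a GeoChip 5.0 array, a DNA microarray on which each probe stands for a functional gene of a named organism or lineage. The LELs were MJK at 525 m and BGY at 530 m, and the HELs were HHZ at 4608 m and BHZ at 4652 m, so that each elevation held 12 samples from 2 lakes. The authors had removed spots with a low signal-to-noise ratio, kept the probes found in several samples of a lake and normalized the signal before deposit. The deposited scores lay between 0.227821 and 0.294944, with a blank where a probe was not detected. In each lake every probe had values in 0 samples or in at least 3 of the 6, so a gene listed at 0 in a lake can have been detected there in 1 or 2 samples. The tests take such blanks as 0, so the p of a sum listed at 0 at 1 elevation can be too low. The number of genes detected per sample ranged from 10536 to 15919 in the LELs (median 14435) and from 12142 to 16595 in the HELs (median 14610), and the number of arrays limits the precision. Each score was divided by the mean score of the sample's detected probes, undetected probes were set to 0, and the values of all probes of a gene family were summed. A normalized signal intensity of 1 is therefore that of 1 average detected probe, and because the scores span a narrow range, the sum of a family was close to the number of its genes detected. The sums of 674 families were compared on the scale of log2(sum + 1) with limma, with Benjamini-Hochberg adjustment over all of them, and the percent difference was the ratio of the HELs to the LELs minus 1, as in the paper. Relative signal intensities, for which every sample's total was set equal, were computed as well and are given where they turn a direction. The sites of a lake served as replicates, so p-values over 12 against 12 samples measure the difference among these 4 lakes and not among lakes of each elevation in general.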

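Carbon cycling genes made up the largest category, with 7858 of the 21035 genes detected in at least 1 lake. Metal resistance followed with 3260 genes, nitrogen cycling with 1902, organic remediation with 1807, stress response with 1610, sulfur cycling with 1165 and phosphorus cycling with 669. Bacteria contributed 18099 genes, fungi 1894, archaea 717, viruses 128 and other eukaryotes 78, and 119 genes carried no lineage. A common set of 4718 genes was detected in all 24 samples. The paper counts 17238 genes in all, fewer than the 21035 used here, so the sets of genes differ.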

There were no significant differences in overall gene richness between the studied lakes at low and high elevations (*p* > 0.05, Figure 1A). 

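The HELs held 14672 ± 1584 detected genes per sample (SD, n = 12) and the LELs 13689 ± 2120 (SD, n = 12). The difference of 983.3 genes, or 7.18%, was smaller than the SD of either group (two-sided permutation test over all samples, p = 0.209). Permuted only within site numbers, which no source gives as a pairing, the same difference had p = 0.00179. The 2 LELs were close to each other, with 13649 ± 2249 genes in MJK and 13728 ± 2196 in BGY (SD, n = 6 each), as were the 2 HELs, with 14732 ± 1769 in HHZ and 14612 ± 1545 in BHZ (SD, n = 6 each). Most of the spread lay between the sites of a lake. By site number, the means over the 4 lakes ran from 11963 ± 300.2 genes at site 1 to 16003 ± 274 at site 5, with an SD of 477 genes at site 2, 819.7 at site 3, 1791 at site 4 and 798 at site 6 (SD, n = 4 lakes each).

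**Figure D1:**
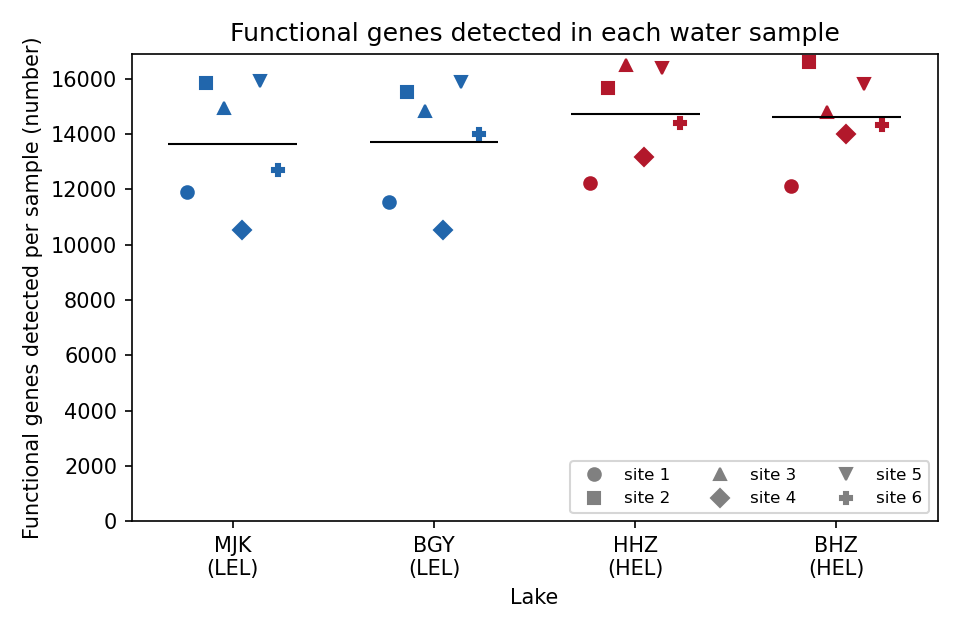
Number of functional genes detected in each water sample (vertical axis) in the 4 lakes (horizontal axis), with a symbol for each site number, blue for the LELs, red for the HELs and a line at the mean of each lake. The LEL samples range from 10536 to 15919 genes and the HEL samples from 12142 to 16595.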

Within all of the detected gene categories (carbon, nitrogen, phosphorus, and sulfur cycling; organic remediation; metal homeostasis; secondary metabolism; stress response; and virulence), only the richness of stress response genes was significantly higher in the HELs than in the LELs (*p <* 0.05 in all cases, Figure 1A), and no significant differences in richness were observed for the other detected gene categories (*p* > 0.05, Figure 1A).

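Stress response genes detected per sample numbered 1049 ± 130.0 in the HELs and 959 ± 167 in the LELs (SD, n = 12 each), a difference of 9.39%. Antibiotic resistance genes differed by 11.4% (216 ± 26.4 against 194 ± 35.4), phosphorus cycling genes by 8.80% (502 ± 43.6 against 461 ± 57.5) and carbon cycling genes by 6.84% (5680 ± 568 against 5316 ± 756). Bacteriophage genes were at 40.6 ± 5.87 in the HELs and 40.7 ± 8.93 in the LELs. The two-sided permutation test gave p = 0.154 for the stress response (adjusted p = 0.445 over 16 categories), and of the 16 categories 0 had an unadjusted or adjusted p under 0.05 by this test or by the methods' t-test. Permuted only within site numbers, which no source gives as a pairing, most categories passed. Stress response genes then had adjusted p = 0.00144 and antibiotic resistance genes 0.00104, while bacteriophage genes did not pass. Taken as a share of the sample's detected genes, a measure chosen after seeing the data, stress response genes made up 7.14 ± 0.130% in the HELs and 6.98 ± 0.167% in the LELs (permutation p = 0.0200, adjusted p = 0.160), and antibiotic resistance genes 1.47 ± 0.0399% and 1.41 ± 0.0492% (permutation p = 0.00375, adjusted p = 0.0600). The share of bacteriophage genes was lower in the HELs, 0.276 ± 0.0182% against 0.295 ± 0.0252% (permutation p = 0.0511, adjusted p = 0.273). Carbon cycling genes differed in number by less than all genes did (6.84 against 7.18%).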

**FIGURE 1:**
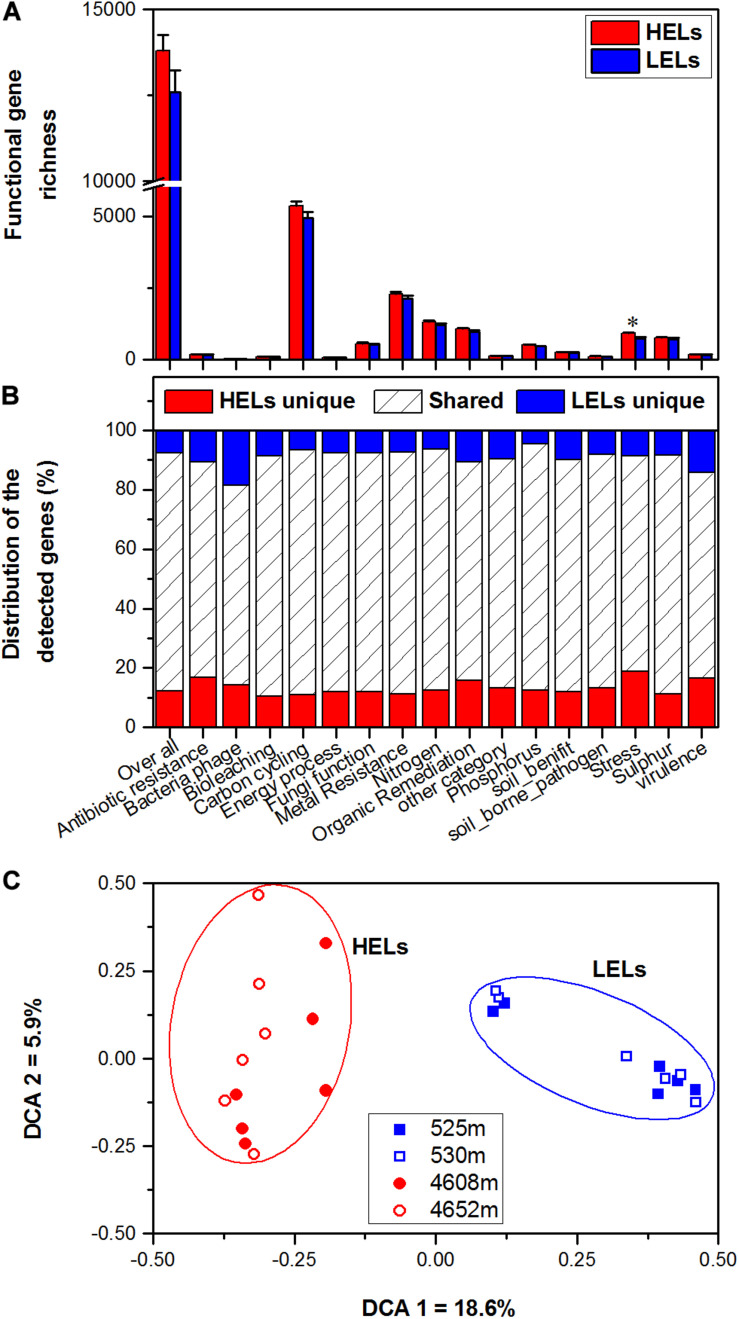
Microbial functional gene richness **(A)**, distribution (shared or unique) of the detected genes **(B)**, and DCA **(C)** of the microbial functional community structure in the two HELs and two LELs involved in certain biogeochemical cycling processes. All data in panels a and b are presented as the mean ± s.e. calculated from 12 biological replicates. Asterisks (*) above the bars indicate significant (*p* < 0.05) differences. The values on axes 1 and 2 in panel **(C)** are percentages of total variations that can be attributed to the corresponding axis.

Microbial functional gene overlap between elevations was calculated and revealed that 75.58–87.32% of the genes were shared between the HELs and LELs (Figure 1B and Supplementary Table 2). 

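Any HEL sample and any LEL sample shared between 56.9 and 77.1% of the genes found in either of them, with a mean of 66.9 ± 4.92% over 144 pairs. Pairs of samples from the 2 lakes of an elevation shared 67.8 ± 5.49% (72 pairs), close to the pairs across elevations, and pairs within a lake shared 72.7 ± 8.41% (60 pairs). Counted as shared genes over the mean number of genes of the pair (Dice overlap, a measure chosen after seeing the data), the pairs across elevations shared between 72.5 and 87.1%. Pairs that contain the same sample are not independent, so these means were not tested against each other.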

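Genes detected at both elevations numbered 17337, or 82.4% of all, while 2054 genes (9.76%) were found in the HELs only and 1644 (7.82%) in the LELs only. Stress response genes contributed 203 of the genes found in the HELs only, which is 9.88% of that group against 7.65% of all genes (Fisher's exact test, adjusted p = 0.00187 over 16 categories). Antibiotic resistance genes were also over their overall share there (2.34% against 1.59%, adjusted p = 0.0367), and carbon cycling genes, the largest part with 692 genes, were under it (33.7% against 37.4%, adjusted p = 0.00230). Among the genes found in the LELs only, organic remediation (11.4% against 8.59%, adjusted p = 0.000283), virulence (3.10% against 1.63%, adjusted p = 7.26e-05), bacteriophage (0.791% against 0.347%, adjusted p = 0.0212) and stress response genes (9.18%, adjusted p = 0.0475) were over their overall share, and carbon cycling (31.5%, adjusted p = 4.63e-06) and phosphorus cycling genes (2.01% against 3.18%, adjusted p = 0.0135) under it. Most of these genes were seen in a single lake, 71.6% of those in the HELs only and 82.2% of those in the LELs only, and 54.3 and 65.8% of them in just 3 samples. Fisher's test counts each gene as independent, though the genes come from the same samples, so its p-values can be too low. Stress response genes were over their overall share at both elevations. With each sample reduced to the same number of its brightest genes, a setting chosen after seeing the data, 7.34% of the genes were found in the HELs only and 9.86% in the LELs only.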

In the LELs, 7% of the genes were unique, and most of the total genes (81%) and the genes detected in each gene category (73–82%) could be found in the HELs (Figure 1B and Supplementary Table 2), while the HELs had 12% unique genes, most of which were associated with stress resistance (Figure 1B).

### Microbial Functional Gene Structure

The MFS differed markedly between the LELs and HELs. 

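On the first DCA axis the 12 HEL samples lay between -0.447 and -0.00687 (mean -0.176 ± 0.129, SD) and the 12 LEL samples between -0.236 and 0.528 (mean 0.148 ± 0.274), so the 2 groups differed in their means but overlapped (two-sided permutation test, p = 0.00106). By lake the scores ran from -0.236 to 0.208 in MJK and from -0.0862 to 0.528 in BGY. They ran from -0.328 to -0.0352 in HHZ and from -0.447 to -0.00687 in BHZ. All scores over 0.208 were of BGY. The permutation deals out single samples, so its p does not show that both LELs lay apart from both HELs. This axis carried 13.96% of the total inertia. The second axis, with 11.78%, did not separate the elevations (p = 0.243).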

DCA of GeoChip data indicated that the MFSs in the two LELs and those in the two HELs were separated by elevation along DCA axis 1 (Figure 1C). 

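Elevation accounted for 12.7% of the variation in Bray-Curtis dissimilarity of the 24 functional gene profiles (adonis, F = 3.21, p = 0.0068). Other pairings of the 4 lakes, tried after seeing the data, gave F = 3.18 for HHZ and MJK and F = 1.74 for HHZ and BGY, each against the remaining lakes. ANOSIM gave R = 0.239 (p = 0.0035) and MRPP p = 0.0021, each from permutations of all 24 samples. With relative signal intensities elevation accounted for 10.5% (adonis, p = 0.0476), with R = 0.153 in ANOSIM (p = 0.0232) and MRPP p = 0.0228. The 2 LELs, MJK and BGY, differed from each other as well, with 21.8% of their variation between them (exact permutation tests, adonis p = 0.0325, ANOSIM p = 0.0368, MRPP p = 0.0173, n = 6 samples per lake). So did the 2 HELs, HHZ and BHZ, with 24.4% (exact permutation tests, adonis p = 0.00866, ANOSIM p = 0.00866, MRPP p = 0.00649). Across elevations, MJK against BHZ had 29.7% (exact adonis p = 0.00216, the smallest that 6 against 6 samples gave here) and MJK against HHZ 19.6% (exact adonis p = 0.0519). Samples were on average 0.165 ± 0.0554 apart within a lake, 0.196 ± 0.0401 between the 2 lakes of an elevation and 0.202 ± 0.0360 between elevations (SD over pairs). The separation was not seen over the 4718 genes detected in all samples (3.77%, adonis p = 0.470, a set chosen after seeing the data). That set holds no differences in detection by its definition, so this speaks only to the signal of genes found in every sample. ANOSIM gave R = 0.157 (exact p = 0.0838) without HHZ and R = 0.0285 (exact p = 0.308) without BHZ, but R = 0.484 without MJK and R = 0.388 without BGY. Adonis and MRPP remained under 0.05 without HHZ (exact p = 0.00619 and 0.00172) and without BHZ (exact p = 0.0398 and 0.0151). From the tests in its Table 1, the paper concludes that functional structure differed between the HELs and LELs.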

Consistently, three different non-parametric multivariate statistical tests also demonstrated that MFS differed significantly between the HELs and LELs (ADONIS, ANOSIM, and MRPP; *p <* 0.01 in all cases, Table 1) but not within the two HELs or the two LELs (*p* > 0.21 in all cases, Table 1).

**TABLE 1:** Significance tests of the microbial functional gene structure in lakes at low and high elevations.

		MRPP		ANOSIM		Adonis	
		δ	*p*	*R*	*p*	*F*	*p*
525 m vs 4,652 m	Euclidean	56.03	**0.002**	0.64	**0.002**	6.51	**0.001**
	Horn	0.12	**0.003**	0.53	**0.002**	7.56	**0.002**
	Bray	0.14	**0.003**	0.58	**0.001**	7.13	**0.002**
525 m vs 4,608 m	Euclidean	56.26	**0.003**	0.56	**0.002**	0.30	**0.004**
	Horn	0.13	**0.002**	0.45	**0.004**	0.31	**0.005**
	Bray	0.14	**0.006**	0.44	**0.004**	0.30	**0.002**
530 m vs 4,652 m	Euclidean	55.8	**0.002**	0.71	**0.001**	0.39	**0.001**
	Horn	0.12	**0.004**	0.59	**0.005**	0.42	**0.001**
	Bray	0.14	**0.003**	0.58	**0.004**	0.40	**0.002**
530 m vs 4,608 m	Euclidean	56.49	**0.005**	0.58	**0.003**	0.35	**0.003**
	Horn	0.13	**0.006**	0.48	**0.002**	0.38	**0.001**
	Bray	0.14	**0.003**	0.48	**0.001**	0.37	**0.002**
Low vs high	Euclidean	56.32	**0.001**	0.59	**0.001**	11.85	**0.001**
	Horn	0.13	**0.001**	0.48	**0.001**	11.76	**0.001**
	Bray	0.14	**0.001**	0.48	**0.001**	11.13	**0.001**
525 m vs 530 m	Euclidean	57.98	0.304	0.03	0.293	0.04	0.773
	Horn	0.14	0.304	0.02	0.290	0.03	0.755
	Bray	0.15	0.281	0.03	0.279	0.03	0.750
4,608 m vs 4,652 m	Euclidean	54.3	0.233	0.06	0.219	0.05	0.778
	Horn	0.11	0.219	0.04	0.279	0.04	0.739
	Bray	0.13	0.238	0.02	0.317	0.04	0.753

*Three different permutation tests were performed, including multiple response permutation procedure (MRPP), analysis of similarity (ANOSIM), and permutational multivariate analysis of variance (Adonis), based on Euclidean, Horn, or Bray distance. Bold values indicate test results with *p* < 0.05.*

### Functional Genes Involved in Stress Response

Among all evaluated functional pathways, stress response genes were the most variable, and most of these genes (30 out of 41) had significantly higher normalized signal intensities in the HELs than in the LELs (*p <* 0.05, Figure 2). These functional genes with higher normalized signal intensities in the HELs represented all of the detected stress gene categories including pathway-specific genes for responses to nutrient and oxygen stress, radiation, cold shock, heat shock, and sigma factors. This suggested that the stress response potential in the HELs was greater than that in the LELs. For example, the normalized signal intensities of the functional genes related to glucose limitation (*bglP*), oxygen limitation (*cydA* and *ahpF*), and osmotic stress (*proW*) increased by more than 50% in the HELs compared with those in the LELs (*p <* 0.05 in all cases, Figure 2). In addition, normalized signal intensities of the functional genes related to radiation stress, heat shock, nitrogen limitation, phosphate limitation, sigma factors, and protein stress, such as *obgE*, *grpE*, *glnR*, *pstA*, sigma_32, and *clpC*, increased by more than 20% in the HELs compared with those in the LELs (*p <* 0.05 in all cases, Figure 2).

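Of the 41 stress response families of Figure 2, 38 had a higher log2 mean in the HELs and 3 a lower one, namely arcB, katA and sigma_38. The largest differences were in cydA, a subunit of the cytochrome bd oxidase used at low oxygen (37.6%), bglP, a phosphotransferase transporter for beta-glucosides (37.1%), ctsR, a repressor of protein stress genes (32.3%), and dnaK, a chaperone (20.4%), while katA, a catalase, was lower by value (-29.2%). None of the 41 passed the adjusted threshold in limma (lowest adjusted p = 0.223 for dnaK) and 0 did when adjusted over the list alone. With the site number as a block, which no source gives as a pairing, 8 passed in limma. Of these, cydA, dnaK, fnr, katE, obgE, sigma_24 and sigma_70 were higher and katA lower. Fewer passed with that block in relative signal intensity. The list is the study's own, with no rule of choice stated, so it is no independent evidence of direction. At an unadjusted p under 0.05 there were 4 families by limma (bglP, cydA, ctsR and dnaK), 4 by the permutation test and 3 by Student's t-test on normalized signal intensity. The methods' t-test, which is on relative signal intensity and was run after seeing the data, gave 8 (7 higher and katA lower) and 0 after adjustment. The median difference over the 41 families was 7.65% in normalized signal intensity, with 38 families higher, and 0.37% in relative signal intensity, with 24 higher, and it was 5.71 and -1.07% over all 674 families. Among 10000 random lists of 41 families the stress list's median stood at percentile 85.0 in normalized and 86.6 in relative signal intensity.

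**Figure D2:**
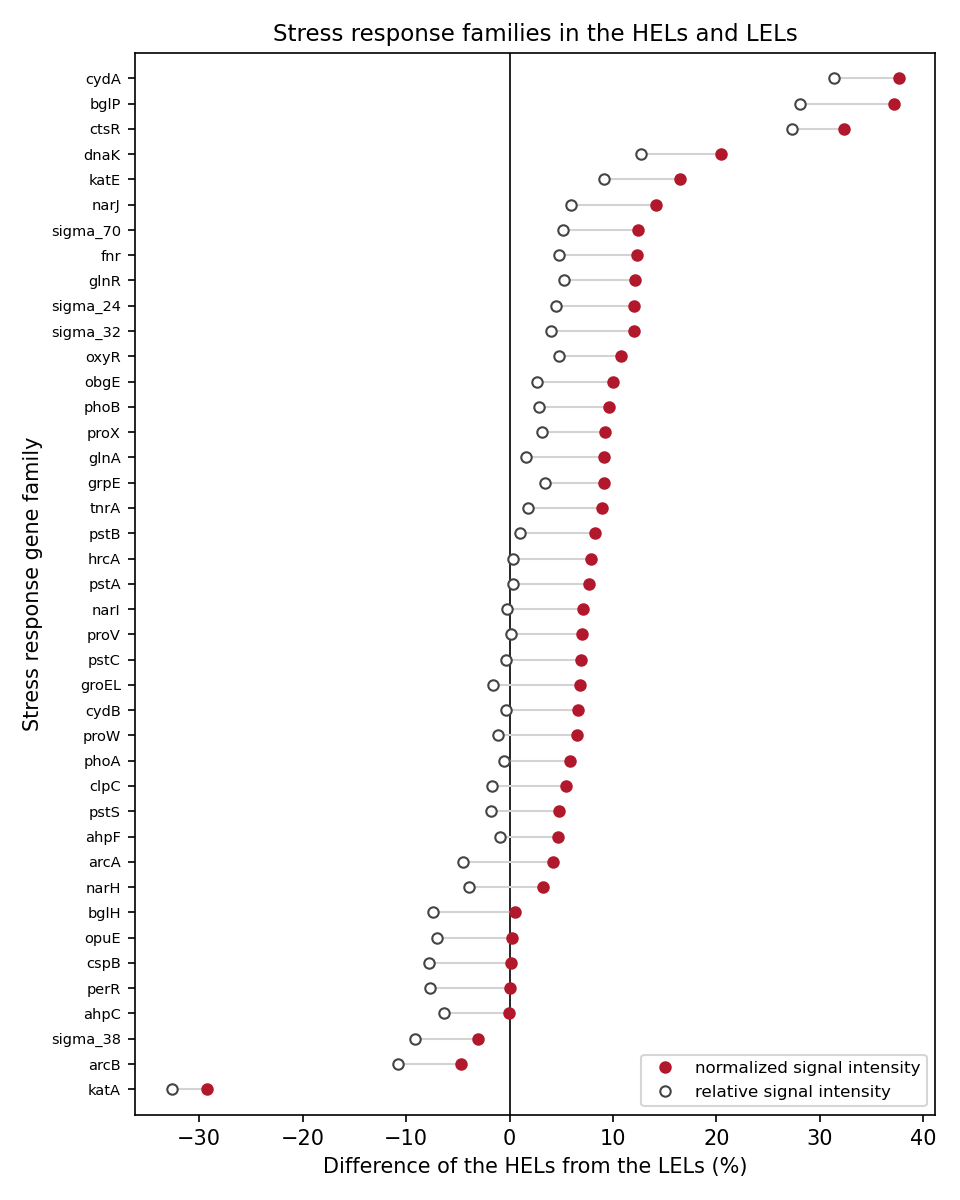
Difference of the HELs from the LELs in percent (horizontal axis) for each of the 41 stress response families (vertical axis), filled circles for normalized and open circles for relative signal intensity, with a line joining both values of a family. The normalized values run from -29.2% for katA to 37.6% for cydA and the relative value of each family lies further left.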

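Sigma factor genes, which direct transcription and here include the housekeeping sigma_70, had 11.1% more normalized signal intensity in the HELs (limma, unadjusted p = 0.0855), glucose limitation genes 16.3% (p = 0.0234) and radiation stress genes 9.97% (p = 0.116). Heat shock genes were at 9.35%, oxygen limitation and oxygen stress genes together at 9.17%, nitrogen limitation genes at 9.45%, protein stress genes at 9.14%, phosphate limitation genes at 7.80% and osmotic stress genes at 6.84%. The single cold shock gene, cspB of an actinobacterium, was at 0.129%. After adjustment over the 10 subcategories 0 passed in limma (lowest adjusted p = 0.232), and 1, glucose limitation, had an unadjusted p under 0.05. In relative signal intensity osmotic stress (-0.00329%) and cold shock (-7.74%) turned below 0. From higher intensities in all of these categories, the paper proposes that the potential for stress response was greater in the HELs than in the LELs.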

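bglP, a beta-glucoside transporter subunit, had a normalized signal intensity of 3.24 ± 0.949 in the HELs and 2.36 ± 0.907 in the LELs (SD, n = 12 each), 37.1% higher and above the LEL mean in 8 of 12 HEL samples (limma, p = 0.0323, adjusted p = 0.259). With detection in at least 4 of 6 samples of a lake the bglP difference was 17.1%, and its log2 difference of 0.35 became 0.21 without MJK. cydA, of the high-affinity cytochrome bd oxidase, was at 6.55 ± 2.00 and 4.76 ± 1.96, 37.6% higher and above the LEL mean in 11 of 12 HEL samples (p = 0.0340, adjusted p = 0.267). ahpF, which reduces alkyl hydroperoxides with ahpC, was at 15.6 ± 1.77 and 14.9 ± 3.62, a difference of 4.64% within the spread of the samples (adjusted p = 0.681). proW, of an osmoprotectant transporter, was at 2.97 ± 0.294 and 2.79 ± 0.460, a difference of 6.49% (adjusted p = 0.574). The differences of ahpF and proW turned to -0.912 and -1.12% in relative signal intensity.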

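obgE, a GTPase gene listed under radiation stress, had a normalized signal intensity of 60.6 ± 7.76 in the HELs and 55.1 ± 9.20 in the LELs (SD, n = 12 each), a difference of 9.97% (limma, adjusted p = 0.408). grpE, the exchange factor of DnaK, was 9.15% higher by value (23.7 ± 3.43 against 21.7 ± 5.77, adjusted p = 0.538) and glnR, a nitrogen regulator of Firmicutes, 12.1% (6.08 ± 0.990 against 5.42 ± 1.27, adjusted p = 0.444). pstA, of the high-affinity phosphate transporter, differed by 7.65% (39.8 ± 4.95 against 37.0 ± 5.95, adjusted p = 0.525), and sigma_32, the heat shock sigma factor, by 12.0% (18.9 ± 4.39 against 16.9 ± 3.82, adjusted p = 0.537). clpC, a chaperone of the Clp protease, differed by 5.50% (21.8 ± 1.58 against 20.7 ± 2.47, adjusted p = 0.488), and by -1.72% in relative signal intensity. Each of these differences was smaller than the larger of the 2 SDs. With the site number as a block, obgE passed in limma (adjusted p = 0.0285) and the others did not.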

**FIGURE 2:**
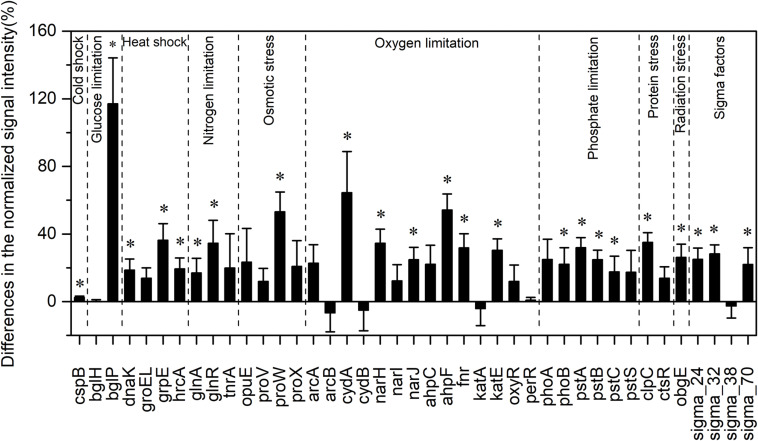
Differences in the normalized intensities of the stress response gene categories between the two LELs and two HELs. All data are presented as mean ± s.e. calculated from biological 12 replicates. Asterisks (*) above the bars indicated significant (*p* < 0.05) differences.

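Firmicutes carried glucose limitation genes in all 24 samples, with a normalized signal intensity of 3.13 ± 0.0176 in the HELs and 2.78 ± 0.520 in the LELs (SD, n = 12 each), 12.4% higher and above the LEL mean in 12 of 12 HEL samples (limma, p = 0.0281, adjusted p = 0.149 over 264 sums of a gene group and a taxon). Tenericutes carried them in 6 of 12 HEL samples and were listed at 0 in the LELs (log2 difference 0.48, adjusted p = 0.0337, and adjusted p = 0.062 with an estimated correlation within lakes, both with blanks taken as 0). Gammaproteobacteria were at 1.96 ± 0.291 and 1.70 ± 0.493 (adjusted p = 0.340), and Actinobacteria at 0.806 ± 0.486 and 0.993 ± 0.314 (adjusted p = 0.558).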

Taxa–function relationships revealed that most of the differences in the glucose limitation between the HELs and LELs were exclusively derived from *Firmicutes*, which was not found in the LELs (*p <* 0.05, Supplementary Figure 2A). Differences in oxygen limitation between the HELs and LELs were mostly related to *Firmicutes*, *Betaproteobacteria*, *Deltaproteobacteria*, *Gammaproteobacteria*, and fungi (Supplementary Figure 2B). 

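Deltaproteobacteria had 14.2% more signal intensity of the oxygen limitation and oxygen stress genes in the HELs (23.2 ± 2.67 against 20.3 ± 3.14, SD, n = 12 each) and were above the LEL mean in 12 of 12 HEL samples (limma, p = 0.0182, adjusted p = 0.117). Actinobacteria differed by 19.2% (32.7 ± 5.34 against 27.4 ± 7.01, p = 0.0404, adjusted p = 0.191). Gammaproteobacteria, the largest contributor with 49.1 ± 8.25 against 44.9 ± 12.3, differed by 9.49%, fungi by 8.68%, Betaproteobacteria by 6.08% and Firmicutes by 3.00%, each within the spread of the samples (adjusted p = 0.505 to 0.813). In relative signal intensity Betaproteobacteria (-0.957%) and Firmicutes (-4.13%) turned below 0. None of the taxa with these genes passed the adjusted threshold.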

Variations in the pathways related to osmotic stress and nitrogen limitation were largely attributed to a greater abundance of *Gammaproteobacteria* in the HELs (Supplementary Figures 2C, 1E). 

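Euryarchaeota rose in osmotic stress genes, detected in 9 of 12 HEL samples and listed at 0 in the LELs (log2 difference 0.82, limma, adjusted p = 0.00221, with blanks taken as 0). Gammaproteobacteria, the largest contributor, had 10.4 ± 1.16 in the HELs and 8.96 ± 1.13 in the LELs (SD, n = 12 each), a difference of 15.5% (p = 0.00855, adjusted p = 0.0793). Actinobacteria, named here after their values were seen, were at 3.25 ± 0.584 and 4.07 ± 1.06, -20.0% (p = 0.0434, adjusted p = 0.200), and fell in relative signal intensity (-24.1%, adjusted p = 0.0185). In nitrogen limitation Gammaproteobacteria were at 12.5 ± 3.10 and 10.6 ± 2.98, 17.3% apart (p = 0.154, adjusted p = 0.391), and Cyanobacteria at 4.84 ± 0.759 and 4.25 ± 0.493, 14.0% apart (p = 0.0456, adjusted p = 0.201). No taxon passed the adjusted threshold in nitrogen limitation.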

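Chloroflexi and Planctomycetes rose in heat shock genes in the HELs, Chloroflexi by 108% (1.89 ± 0.771 against 0.909 ± 0.286, SD, n = 12 each, adjusted p = 0.0107 by limma) and Planctomycetes by 22.4% (4.08 ± 0.502 against 3.33 ± 0.488, adjusted p = 0.0178, or 0.317 in relative signal intensity). Firmicutes differed by 22.7% (13.3 ± 1.97 against 10.8 ± 2.30) and were above the LEL mean in 10 of 12 HEL samples, with p = 0.00792 before and 0.0774 after adjustment. Actinobacteria differed by 12.6% (14.4 ± 1.88 against 12.8 ± 2.17, adjusted p = 0.228).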

Differences in heat shock were mostly related to *Actinobacteria* and *Firmicutes* (Supplementary Figure 2D, *p <* 0.05 in both cases). Similarly, cold shock genes derived from *Actinobacteria* had higher normalized signal intensities in the HELs than those in the LELs (Supplementary Figure 2A, *p <* 0.05). 

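The cold shock genes of Actinobacteria were a single gene, cspB, an RNA chaperone induced by cold. It was detected in all 24 samples, at 1.03 ± 0.00751 in the HELs and 1.03 ± 0.0102 in the LELs (SD, n = 12 each), a difference of 0.129% (limma, adjusted p = 0.975), or -7.74% in relative signal intensity.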

Genes indicative of pathways that respond to phosphate limitation were relatively widespread, but particularly abundant among the *Gammaproteobacteria*, *Cyanobacteria*, and *Betaproteobacteria* (Supplementary Figure 2F). 

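Gammaproteobacteria held the most signal intensity of phosphate limitation genes, 47.8 ± 7.00 in the HELs and 45.3 ± 8.88 in the LELs (SD, n = 12 each), and differed by 5.48% (limma, adjusted p = 0.665). Firmicutes followed with 41.3 ± 4.03 and 40.4 ± 6.19. In relative signal intensity these differences were -1.25 and -4.74%. Betaproteobacteria differed by 13.1% (16.1 ± 1.77 against 14.2 ± 2.50, p = 0.0453, adjusted p = 0.201) and Cyanobacteria by 9.18% (15.8 ± 2.33 against 14.5 ± 2.06, adjusted p = 0.391). The 2 taxa that rose past the adjusted threshold were Chloroflexi, by 36.3% (3.33 ± 0.503 against 2.45 ± 0.531, adjusted p = 0.00734), and Crenarchaeota, by 46.6% (4.11 ± 0.487 against 2.80 ± 0.875, adjusted p = 0.0178), each above the LEL mean in 12 of 12 HEL samples. Euryarchaeota, named here after their values were seen, differed by 24.4% (adjusted p = 0.0821) and passed in relative signal intensity (15.7%, adjusted p = 0.0335).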

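Sigma factor genes of Deinococcus-Thermus, a phylum known for radiation-tolerant species, rose by 150% in the HELs (1.88 ± 0.783 against 0.750 ± 0.751, SD, n = 12 each) and were found in 12 of 12 HEL and 7 of 12 LEL samples (limma, adjusted p = 0.0199). The sigma_24 gene of Deinococcus geothermalis was detected in 7 of 12 HEL samples and in 0 of 12 LEL samples, and that of Deinococcus deserti in 8 and 6. Unclassified bacteria rose by 95.2% (adjusted p = 0.00221) and Deltaproteobacteria by 17.8% (15.5 ± 1.81 against 13.2 ± 1.79, adjusted p = 0.0418, and adjusted p = 0.073 with an estimated correlation within lakes or 0.317 in relative signal intensity). Cyanobacteria differed by 25.5% (21.2 ± 4.04 against 16.9 ± 3.71, p = 0.0148, adjusted p = 0.105) and passed in relative signal intensity (16.9%, adjusted p = 0.0428). Actinobacteria differed by 12.8%, Alphaproteobacteria by 9.12% and Gammaproteobacteria by 8.74%, without passing the threshold.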

Differences in sigma factors were mostly attributed to *Actinobacteria*, *Alphaproteobacteria*, *Cyanobacteria*, *Deinococcus-Thermus* (primarily *Deinococcus deserti* and *Deinococcus geothermalis*), and *Gammaproteobacteria* (Supplementary Figure 2G). Differences in protein stress were mostly attributed to *Firmicutes* (primarily *Exiguobacterium* sp., some strains of which can grow within a wide range of pH and tolerate high levels of UV radiation) and *Verrucomicrobia*, which were only detected in HELs (Supplementary Figure 2H). 

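Firmicutes carried most of the protein stress genes, at 16.2 ± 1.36 in the HELs and 13.9 ± 2.33 in the LELs (SD, n = 12 each), 16.5% higher and above the LEL mean in 12 of 12 HEL samples (limma, p = 0.00871, adjusted p = 0.0793). The clpC gene of Exiguobacterium was detected in 12 of 12 HEL samples and 11 of 12 LEL samples. Verrucomicrobia had a protein stress gene in 7 HEL and 10 LEL samples, at 0.570 ± 0.503 and 0.816 ± 0.382 (adjusted p = 0.436). No taxon passed the adjusted threshold in protein stress.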

Differences in radiation stress were related to the most diverse range of taxa, including *Chlorobi*, *Cyanobacteria*, *Deltaproteobacteria*, *Deinococcus-Thermus*, *Firmicutes*, *Gammaproteobacteria*, and *Thermotogae* (Supplementary Figure 2I).

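Cyanobacteria and Betaproteobacteria rose in the radiation stress gene obgE. Cyanobacteria were at 3.60 ± 0.484 in the HELs and 2.54 ± 0.499 in the LELs (SD, n = 12 each), 41.5% higher and above the LEL mean in 12 of 12 HEL samples (limma, adjusted p = 0.00221, or 0.0572 in relative signal intensity), and Betaproteobacteria were 88.0% higher (1.86 ± 0.752 against 0.987 ± 0.0225, adjusted p = 0.00787). Their LEL sum was that of about 1 gene per sample with little spread, so blanks taken as 0 can make this p too low. Gammaproteobacteria differed by 10.3% (11.3 ± 0.657 against 10.2 ± 1.25, p = 0.0160, adjusted p = 0.108) and Deltaproteobacteria by 47.6% (2.57 ± 1.20 against 1.74 ± 0.929, adjusted p = 0.239). Firmicutes (6.19%), Chlorobi (4.56%) and Deinococcus-Thermus (0.459%) differed by less than their spread and turned to -0.956, -2.56 and -7.41% in relative signal intensity.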

### Functional Genes Involved in Carbon Cycling

For autotrophic carbon fixation genes, although ATP citrate lyase (*aclB*), carbon-monoxide dehydrogenase (*CODH*), ribulose-1,5-bisphosphate carboxylase/oxygenase (*rubisco*), and acetyl-CoA carboxylase biotin carboxylase subunit (*pcc*) gene groups were observed in both HELs and LELs, the normalized signal intensities of all of them were not significantly different (Figure 3A, *p* > 0.20 in all cases). Similarly, the metabolic potential of acetogenesis [i.e., formyltetrahydrofolate synthetase (*FTHFS*)] in the Wood–Ljungdahl pathway was also not significantly changed with the increase of elevation (Figure 3A, *p* = 0.43). 

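CODH, the carbon monoxide dehydrogenase of the Wood-Ljungdahl pathway, had a normalized signal intensity of 62.4 ± 6.87 in the HELs and 56.4 ± 10.2 in the LELs (SD, n = 12 each), a difference of 10.7% (limma, adjusted p = 0.371). rubisco, the enzyme of the Calvin cycle, differed by 8.20% (85.6 ± 9.39 against 79.2 ± 10.7, adjusted p = 0.429). pcc was at 142.6 ± 17.5 and 136.7 ± 21.4, a difference of 4.31% (adjusted p = 0.681) that turned to -2.77% in relative signal intensity. aclB, of the reductive citric acid cycle, was at 14.8 ± 1.82 and 15.1 ± 2.57, -2.17% (adjusted p = 0.949). Of the 9 families of Figure 3A, 8 had a higher log2 mean in the HELs, and 0 passed the test over all families, when adjusted over the list alone, or at an unadjusted p under 0.05 by limma, the permutation test or Student's t-test on normalized signal intensity. The methods' t-test, on relative signal intensity and run after seeing the data, had 3 lower at an unadjusted p under 0.05 (aclB, pcc and pmoA) and 0 after adjustment. A block for the site number, which no source gives as a pairing, let CODH and rubisco pass in limma. The list is the study's own, with no rule of choice stated.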

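FTHFS, the formyltetrahydrofolate synthetase of acetogens, had a normalized signal intensity of 147 ± 13.6 in the HELs and 139 ± 18.0 in the LELs (SD, n = 12 each), a difference of 5.78% (limma, p = 0.210, adjusted p = 0.525) that turned to -1.55% in relative signal intensity.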

The same pattern was observed in methane oxidation genes of *mmoX* and *pmoA* (Figure 3A, *p* > 0.22 in both cases). However, the normalized signal intensity of a methanogenesis gene, *hdrB* (methyl-coenzyme M reductase), was nearly twofold higher in the HELs compared with the LELs (Figure 3A, *p <* 0.05).

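mmoX, of the soluble methane monooxygenase, was at 5.95 ± 0.942 in the HELs and 5.18 ± 1.59 in the LELs (SD, n = 12 each), a difference of 14.8% (limma, p = 0.116, adjusted p = 0.418). pmoA, of the particulate methane monooxygenase, was at 29.8 ± 4.48 and 30.0 ± 6.13 (p = 0.974, adjusted p = 0.998), which is -0.710% and, in relative signal intensity, -7.11%. The mmoX difference rested on BGY, where the mean was 4.11 against 6.25 in MJK, 5.96 in HHZ and 5.94 in BHZ, and turned to -0.05 on the log2 scale without that lake.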

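hdrB, known as a subunit of heterodisulfide reductase of methanogens, was represented by 3 detected genes and had a normalized signal intensity of 2.43 ± 0.664 in the HELs and 2.17 ± 0.677 in the LELs (SD, n = 12 each), 11.9% higher by value (limma, p = 0.353, adjusted p = 0.639). Its mean was 2.43 in HHZ and in BHZ, 2.42 in MJK and 1.93 in BGY. mcrA, the key gene of methanogenesis, was at 30.4 ± 6.01 and 27.7 ± 6.43, 9.81% apart (adjusted p = 0.596).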

**FIGURE 3:**
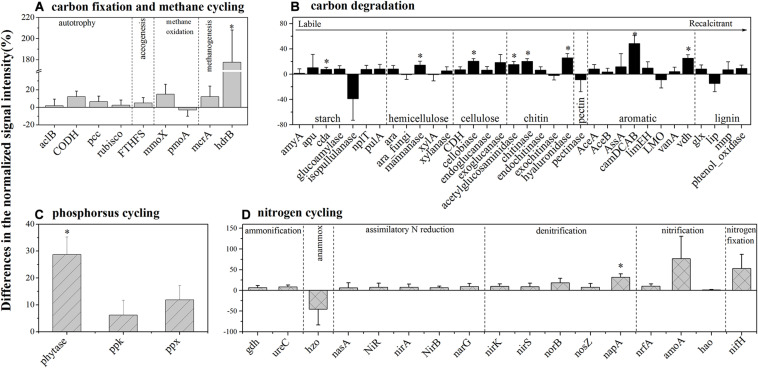
Differences in the normalized intensities of certain biogeochemical cycling processes between the two LELs and two HELs. **(A)** Each subcategory of the carbon fixation and methane cycling; **(B)** each subcategory of carbon degradation; **(C)** each subcategory of phosphorus cycling; and **(D)** each subcategory of nitrogen cycling. All data are presented as mean ± s.e. calculated from biological 12 replicates. Asterisks (*) above the bars indicated significant (*p* < 0.05) differences.

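In the families of Figure 3A, 58 genes of Euryarchaeota were detected, 43 of them at both elevations, 9 in the HELs only and 6 in the LELs only. Of 4 genes of Crenarchaeota, 3 were found at both elevations and 1 in the HELs only. The CODH gene of Archaeoglobus fulgidus was detected in 10 of 12 HEL and 12 of 12 LEL samples and its hdrB gene in 6 and 3, and the hdrB gene of Metallosphaera yellowstonensis was detected in all 24 samples. Methanolinea tarda had a signal in these families in 0 samples of either elevation. In hdrB, the Euryarchaeota had 1.35 ± 0.660 in the HELs and 1.10 ± 0.683 in the LELs (SD, n = 12 each, limma, adjusted p = 0.646) and the Crenarchaeota 1.08 ± 0.00914 and 1.07 ± 0.0245 (adjusted p = 0.813), the latter -7.19% apart in relative signal intensity.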

Taxa–function relationships revealed that most of these differences in carbon fixation genes were derived from *Euryarchaeota* and *Crenarchaeota* and that these *Euryarchaeota* (primarily *Archaeoglobus fulgidus* and *Methanolinea tarda*) and *Crenarchaeota* (*Metallosphaera yellowstonensis*) were not detected in the LELs (Supplementary Figure 3A).

In contrast to the carbon-fixing genes, eight genes involved in carbon degradation, especially the metabolic potentials of recalcitrant carbon such as chitin, and aromatic compounds, had significantly different normalized signal intensities between the HELs and the LELs (Figure 3B). 

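All 34 carbon degradation families of Figure 3B had a higher log2 mean in the HELs, with a median difference of 6.35% in normalized signal intensity and of -0.246% in relative signal intensity, where 18 were higher and 16 lower. By limma 0 of the 34 passed the threshold over all families or when adjusted over the list alone, a list of the study with no stated rule of choice, and 3 had an unadjusted p under 0.05. These 3 were cellobiase, which splits cellobiose (15.4%, p = 0.00678, adjusted p = 0.155), nplT, a neopullulanase of starch (15.9%, p = 0.0119, adjusted p = 0.191), and cda, a cyclomaltodextrinase (7.67%, p = 0.0472, adjusted p = 0.314). The permutation test and Student's t-test on normalized signal intensity also had 3 families at an unadjusted p under 0.05 and 0 after adjustment, while the methods' t-test, on relative signal intensity and run after seeing the data, had 8 (4 higher and 4 lower) and 1 after adjustment. Adjusted over the 4 cellulose families alone, 1 passed, cellobiase (adjusted p = 0.0271). With the site number as a block, which no source gives as a pairing, 10 of the 34 passed in limma over all families. Among these were cellobiase, cda, mannanase, hyaluronidase, acetylglucosaminidase and chitinase of bacteria and archaea, none of which passed with that block in relative signal intensity. In relative signal intensity glucoamylase, another starch enzyme, fell past the threshold (-6.63%, adjusted p = 0.0216). The 5 chitin families had a median difference of 6.53% (-1.15% in relative signal intensity) and the 8 aromatic families one of 5.93% (-0.882%).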

Compared with the LELs, the most significantly enhanced carbon degradation genes in the HELs were related to aromatic metabolism (*camDCAB*, increased 48%), followed by another aromatic metabolizing gene [vanillin dehydrogenase (*vdh*), increased 25%], three genes involved in chitin metabolism (*hyaluronidase*, *acetylglucosaminidase*, and *chitinase*, increased 26, 20, and 15%, respectively), and one involved in cellulose metabolism (*cellobiase*, increased 20%). 

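camDCAB, a set of camphor degradation genes, was found in 10 HEL and 10 LEL samples and had a normalized signal intensity of 2.15 ± 1.38 in the HELs and 1.99 ± 1.32 in the LELs (SD, n = 12 each), a difference of 7.97% (limma, adjusted p = 0.957) that turned to -0.20 on the log2 scale without BGY and to -0.08 without HHZ. vdh, vanillin dehydrogenase, differed by 4.93% (24.2 ± 2.97 against 23.1 ± 4.07, adjusted p = 0.680) and by -2.0% in relative signal intensity. Among the chitin genes, hyaluronidase differed by 8.69% (20.6 ± 1.79 against 18.9 ± 2.06, adjusted p = 0.314), acetylglucosaminidase by 11.3% (80.6 ± 10.3 against 72.4 ± 11.8, adjusted p = 0.350) and chitinase of bacteria and archaea by 6.53% (adjusted p = 0.425), or -1.15% in relative signal intensity. cellobiase was at 44.3 ± 3.69 in the HELs and 38.4 ± 5.61 in the LELs and lay above the LEL mean in 11 of 12 HEL samples.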

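cda was at 141.8 ± 9.42 in the HELs and 131.7 ± 14.3 in the LELs (SD, n = 12 each) and lay above the LEL mean in 10 of 12 HEL samples. Its difference was 0.138% in relative signal intensity. mannanase, which degrades the mannan of hemicellulose, was at 75.9 ± 7.75 and 70.0 ± 9.38, a difference of 8.43% (limma, p = 0.0988, adjusted p = 0.388). ara, another hemicellulose gene, differed by 11.1% (147 ± 16.8 against 132 ± 19.4, adjusted p = 0.314).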

Other markedly increased normalized signal intensities in the HELs were detected in a starch degradation gene [cyclomaltodextrinase (*cda*), increased 8%] and a hemicellulose degradation gene (*mannanase*, increased 14%; *p <* 0.05 in all cases). These differences were ascribed to some common carbon degradation microorganisms, including *Firmicutes*, *Actinobacteria*, *Gammaproteobacteria*, *Alphaproteobacteria*, and *Betaproteobacteria* (Supplementary Figures 3B–I).

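Firmicutes rose in cellobiase by 36.3% (8.88 ± 1.02 in the HELs against 6.52 ± 1.06 in the LELs, SD, n = 12 each, adjusted p = 0.00221 by limma) and in mannanase by 14.5% (21.6 ± 1.67 against 18.9 ± 2.15, adjusted p = 0.0276), each above the LEL mean in 12 of 12 HEL samples, although mannanase did not pass in relative signal intensity (adjusted p = 0.416). Betaproteobacteria rose in vdh by 19.2% (5.67 ± 0.499 against 4.76 ± 0.497, adjusted p = 0.00734, or 0.135 in relative signal intensity). Alphaproteobacteria (28.2%, adjusted p = 0.0525) and Actinobacteria (20.8%, adjusted p = 0.0821) in cellobiase, and Gammaproteobacteria in hyaluronidase (9 of 12 HEL against 3 of 12 LEL samples, adjusted p = 0.0821), did not pass the threshold. Other taxa that rose were Euryarchaeota in chitinase (15.8%, adjusted p = 0.0315, and adjusted p = 0.058 with an estimated correlation within lakes) and Thermotogae in mannanase (60.1%, adjusted p = 0.0315, and adjusted p = 0.058 with that correlation), as well as Deinococcus-Thermus in mannanase (62.7%, adjusted p = 0.0495, and adjusted p = 0.083 with that correlation). These 3 did not pass in relative signal intensity (adjusted p = 0.412, 0.126 and 0.108). Fibrobacteres in mannanase and Dictyoglomi in cellobiase, each with 8 of 12 LEL samples, were listed at 0 in the HELs (adjusted p = 0.00368 each, with blanks taken as 0). Euryarchaeota in mannanase fell (-64.1%, adjusted p = 0.0215). Alphaproteobacteria in chitinase differed by -9.39% (adjusted p = 0.394) and fell in relative signal intensity (-15.5%, adjusted p = 0.0181).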

### Functional Genes Involved in Phosphorus and Nitrogen Metabolism

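phytase, which releases phosphate from phytate, had a normalized signal intensity of 53.4 ± 6.82 in the HELs and 47.9 ± 6.65 in the LELs (SD, n = 12 each), 11.5% higher and above the LEL mean in 9 of 12 HEL samples (limma, p = 0.0577, adjusted p = 0.314). ppx, an exopolyphosphatase gene, was at 340.5 ± 25.9 and 313.2 ± 35.7, 8.70% higher (p = 0.0386, adjusted p = 0.283), and ppk, the polyphosphate kinase gene, at 109 ± 12.8 and 101 ± 17.3, 8.03% higher (p = 0.181, adjusted p = 0.488). By limma 0 of the 3 passed over all families or when adjusted over the list alone, a list of the study with no stated rule of choice. At an unadjusted p under 0.05 there was 1, ppx, as there was 1 by the permutation test and 1 by Student's t-test on normalized signal intensity. The methods' t-test, on relative signal intensity and run after seeing the data, gave 0. With the site number as a block, which no source gives as a pairing, phytase passed in limma, though not in relative signal intensity.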

Among the three phosphorus cycling genes, only the functional potential of *phytase* for phytate degradation was significantly higher in HELs than in LELs (*p <* 0.05, Figure 3C). This was in accordance with the higher relative abundance of polyphosphate-degrading microorganisms from *Gammaproteobacteria*, *Firmicutes*, *Alphaproteobacteria*, *Betaproteobacteria*, and *Bacteroidetes* in the HELs (*p <* 0.05, Supplementary Figure 3K). 

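phytase of Firmicutes rose by 29.5% in the HELs (5.51 ± 0.664 against 4.26 ± 0.855, SD, n = 12 each, adjusted p = 0.0139 by limma) and that of Gammaproteobacteria by 14.4% (16.5 ± 1.41 against 14.5 ± 1.80, adjusted p = 0.0495, and adjusted p = 0.083 with an estimated correlation within lakes), each above the LEL mean in 12 of 12 HEL samples. A phytase gene of Bacteroidetes was found in 7 of 12 HEL samples and listed at 0 in the LELs (log2 difference 0.60, adjusted p = 0.0139, with blanks taken as 0). phytase of Firmicutes (adjusted p = 0.0748) and of Gammaproteobacteria (adjusted p = 0.317) did not pass in relative signal intensity. Alphaproteobacteria differed by 38.4% (3.18 ± 0.841 against 2.30 ± 0.960, p = 0.0210, adjusted p = 0.132), and Betaproteobacteria by -13.6% (3.07 ± 0.722 against 3.55 ± 0.518, adjusted p = 0.228).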

Regarding the 17 nitrogen cycling gene groups, only one nitrate reduction gene (*napA*) had a significantly higher normalized signal intensity in the HELs compared with those in the LELs (*p <* 0.05, Figure 3D). 

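napA, of the periplasmic nitrate reductase, had a normalized signal intensity of 43.2 ± 4.86 in the HELs and 37.3 ± 5.97 in the LELs (SD, n = 12 each), 15.9% higher and above the LEL mean in 10 of 12 HEL samples (limma, p = 0.0142, adjusted p = 0.195). Other genes of nitrogen oxide turnover were similarly far apart, namely norB, of nitric oxide reductase, by 17.0% (23.7 ± 2.40 against 20.3 ± 2.83, p = 0.00418, adjusted p = 0.128), nirK, of the copper nitrite reductase, by 13.8% (p = 0.0178, adjusted p = 0.207), and hao, of hydroxylamine oxidation, by 18.0% (p = 0.00891, adjusted p = 0.173). All 17 nitrogen families of Figure 3D had a higher log2 mean in the HELs, with a median difference of 7.85%. By limma 0 passed over all families or when adjusted over the list alone, a list of the study with no stated rule of choice, and 4 had an unadjusted p under 0.05, as did 4 by the permutation test and 4 by Student's t-test on normalized signal intensity. The methods' t-test, on relative signal intensity and run after seeing the data, gave 6 (4 higher, and amoA and nirS lower) and 0 after adjustment. A block for the site number, which no source gives as a pairing, let napA pass in limma, though not in relative signal intensity. In relative signal intensity 11 of the 17 were higher and 6 lower, and by limma 4 passed when adjusted over the list alone, of which 3 were higher (napA, nirK and norB) and 1 lower (amoA, -3.48% against 3.62% in normalized signal intensity), and 0 over all families.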

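Unclassified bacteria, which carried the largest part of the napA signal, rose by 24.5% in the HELs (20.4 ± 2.37 against 16.3 ± 3.21, SD, n = 12 each, adjusted p = 0.0315 by limma, and adjusted p = 0.058 with an estimated correlation within lakes). Deltaproteobacteria had napA in 10 HEL and 10 LEL samples, at 0.999 ± 0.606 and 0.985 ± 0.589 (1.42%, or -3.88% in relative signal intensity, adjusted p = 0.998). Sums were made for each taxon with a napA gene among the genes used here, and Actinobacteria were not among these taxa. Gammaproteobacteria were at 6.36 ± 1.08 and 6.37 ± 1.01 and Alphaproteobacteria at 5.81 ± 0.938 and 5.36 ± 1.00 (adjusted p = 0.998 and 0.554).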

Taxa–function relationship analysis revealed that this marked difference in normalized signal intensity for nitrate reduction between HELs and LELs was observed primarily in *Actinobacteria* and *Deltaproteobacteria* (*p <* 0.05, Supplementary Figure 3J).

### Microbial Functional Gene Network Analysis

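Networks were built from the carbon, nitrogen, phosphorus and stress genes detected in all 12 samples of an elevation, 4285 genes in the HELs and 3329 in the LELs, and a pair of genes was linked where the absolute Pearson correlation of their normalized signal intensities was at least 0.98. In the HELs the network linked 358 genes by 297 links, 99.7% of them positive, and the LEL network 227 genes by 339 links, 100% of them positive. Carbon cycling genes were the largest part of both, with 236 of the HEL and 146 of the LEL nodes, followed by nitrogen (60 and 42), stress response (37 and 27) and phosphorus genes (25 and 12). After each gene's values were shuffled among the samples, 0 links were left in either network. Each network rests on 12 samples from 2 lakes, so its correlations include differences between the lakes and between the site numbers they share. At a threshold of 0.95 the order turned, with 9527 links in the HELs and 3811 in the LELs.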

The two networks generated in this study produced 1873 nodes and 7550 links (47% negative and 53% positive) for the HELs and 1355 nodes and 4548 links (45% negative and 55% positive) for the LELs, respectively (Figure 4). Typical correlation values of the two constructed fMENs were both 0.98 (Table 2), indicating that connectivity of the two fMENs fitted the power law model. 

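The clustering coefficient of the linked carbon, nitrogen, phosphorus and stress genes was 0.0936 in the HEL network, against 0.00161 ± 0.00227 in 100 random networks of the same size, and 0.183 in the LEL network, against 0.0272 ± 0.00799. Modularity was 0.931 in the HEL network, inside the range of its random networks (0.916 ± 0.00835, highest 0.937), and 0.661 in the LEL network, above all of its random networks (0.581 ± 0.00894, highest 0.611).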

The indexes including modularity, clustering coefficients, and harmonic geodesic distance were significantly different from those of the corresponding random networks for the lakes at both elevations (Table 2). This indicated that the fMENs in both lakes were non-random (*p <* 0.001 in all cases, Table 2). 

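At a correlation of 0.98 a gene of the HEL network had 1.66 links on average and a gene of the LEL network 2.99, and the order turned at 0.95 (9.73 against 6.33), by Spearman correlation over 0.8 (228 against 83.2) and after subtracting lake means (2.00 against 1.76). Stress response genes had 1.84 ± 1.36 links per gene in the HELs (SD, 37 genes) and 3.70 ± 3.05 in the LELs (27 genes), and carbon cycling genes 1.65 ± 1.14 (236 genes) and 2.75 ± 3.52 (146 genes). The harmonic geodesic distance was 57.5 in the HELs and 19.8 in the LELs. Pairs of genes with no path between them lengthen this distance, so it also reflects how far a sparse network falls into separate parts. The HEL network had 104 modules, 13 of them with at least 5 genes, and the LEL network 64, of which 7 were of that size. Genes of a network are not independent replicates and each elevation gave a single network, so these values carry no test between elevations.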

Compared with the network of the LELs, the fMEN in the HELs generally had higher connectivity, shorter geodesic distances, higher clustering efficiencies, and more modules (Table 2).

**FIGURE 4:**
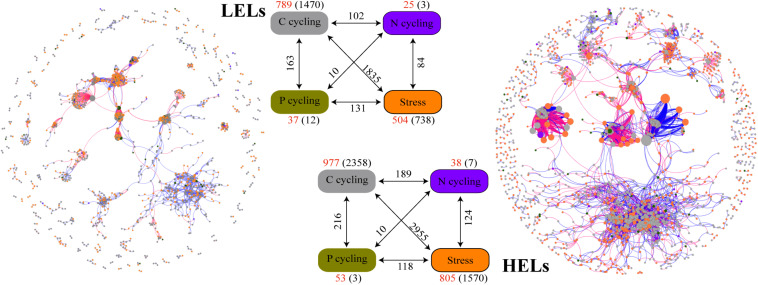
Differences in network interactions of these genes between the two LELs and two HELs. Network analysis showing the associations within each gene category and associations between different gene categories. A connection indicates a strong (Spearman’s *r* > 0.8 or *r* < -0.8) and significant (*p* < 0.01) correlation. A blue line indicates a positive interaction between two nodes, and a red line indicates a negative interaction. The size of each node is proportional to the number of connections (i.e., degree). Colors of the nodes indicate different functional gene categories: orange, stress response; gray, carbon cycling; dark violet, nitrogen cycling; dark goldenrod, and phosphorus cycling. Numbers outside and inside parentheses represent the node numbers and inner connections belonging to the corresponding gene category (i.e., there were 504 nodes and 738 inner connections for stress response genes in LELs); the numbers adjacent to edge connections represent cross-gene-category interactions.

**TABLE 2:** Major topological properties of the empirical fMENs and their associated random networks in the LELs and HELs.

Elevation of Lakes (m)	No. of original genes^a^	Empirical networks									Random networks^c^		
		Similarity threshold (St)	Network size (*n*)^b^	Links	*R*^2^ of power law	Average connectivity (avgK)	Harmonic geodesic distance (HD)	Average clustering coefficient (avgCC)	Modularity (no. of modules)	Transitivity (Trans)	Harmonic geodesic distance (HD ± SD)	Average clustering coefficient (avgCC ± SD)	Average modularity (M ± SD)
LELs	1,808	0.98	1,355	4,548	0.881	6.713	6.668^d^	0.350^d^	0.790^d^(133)	0.333	3.408 ± 0.014	0.029 ± 0.003	0.333 ± 0.003
HELs	2,397	0.98	1,873	7,550	0.877	8.062	6.269^d^	0.366^d^	0.865^d^(156)	0.340	3.379 ± 0.009	0.023 ± 0.002	0.340 ± 0.002

*^*a*^ The number of genes used for network construction. ^*b*^ The number of nodes in a network in a functional molecular ecological network. ^*c*^ The parameters were generated from 100 times of random rewired networks. ^*d*^ Significant difference between the empirical network and the random network (*p* < 0.001, *Z* test).*

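Links that touched a stress response gene numbered 67 in the HEL network and 93 in the LEL network, and links between 2 stress response genes 1 and 7. Links that touched a carbon cycling gene numbered 267 and 285, and links between 2 carbon cycling genes 123 and 117. The HEL network had 2 module hubs, 1 a carbon cycling and 1 a stress response gene, and the LEL network 1, a carbon cycling gene.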

More interactions and module hubs in relation to stress response and carbon cycling functional genes were found in the network of the HELs than in that of the LELs (Supplementary Table 3). 

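The most linked genes of the LEL network were carbon degradation genes, namely chitinase of Stigmatella aurantiaca with 20 links, acetylglucosaminidase of Aliivibrio salmonicida with 18 and cda of Helcococcus kunzii with 17. They were followed by ppx of Phaeobacter gallaeciensis and hyaluronidase of Prevotella veroralis with 16 each. Of the 10 LEL hubs in Supplementary Table 3, among them napA of Moraxella, pstA, phytase of Idiomarina, mannanase of Treponema and chitinase of Paenibacillus and Myxococcus, 0 had a link at the threshold of 0.98. Only mannanase of Treponema and chitinase of Paenibacillus were detected in all 12 LEL samples and entered the network.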

Hub nodes in the LELs network predominantly belonged to carbon cycling genes (i.e., carbon degradation subcategory; Supplementary Table 3). In contrast, most hub nodes in the HELs network belonged to stress response genes (i.e., oxygen stress, oxygen limitation, sigma factors, and phosphate limitation), and some belonged to carbon cycling genes (Supplementary Table 3). 

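In the HEL network rubisco of Beggiatoa and amyA of Frankia, an alpha-amylase, had 7 links each, and ureC of Clostridium thermocellum, aclB of Bacillus amyloliquefaciens and sigma_38 of Candidatus Chloracidobacterium thermophilum had 6 each. Stress response genes made up 10.3% of its nodes and 10.6% of the genes entered, and carbon cycling genes 65.9 and 66.7%. Of the stress response hubs in Supplementary Table 3, sigma_70 of Sulfitobacter and of Clostridium and narH of Burkholderia were detected in all 12 HEL samples and entered the network, where each had 0 links at this threshold. The hubs katE of Burkholderia, fnr of Delftia, sigma_32 of Roseovarius and pstB were detected in fewer samples and did not enter it.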

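Genes that join modules were sought by their among-module connectivity, with the threshold of 0.62 from the methods. Over the carbon, nitrogen, phosphorus and stress genes, 0 connectors were found in the HEL network and 0 in the LEL network.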

No connectors were detected in the LELs network, but two were present in the HELs network, one of which was a stress response gene (Supplementary Table 3). The top-ranked functional genes, whose connectivity (links between genes) ranked in the top five of each network, in the HELs network were distinct from those in the LELs (Supplementary Figure 4). 

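Of the genes that Supplementary Table 3 ranks first in the HELs, cellobiase of Bifidobacterium, hyaluronidase of Enterococcus and fnr of Geobacter were each detected in fewer than 12 HEL samples and did not enter the network, and katE of Trichocomaceae and sigma_24 of Arthrobacter were not matched to a genus here. As whole families, katE, a catalase, differed between the elevations by 16.5% (52.2 ± 7.90 in the HELs against 44.8 ± 10.1 in the LELs, SD, n = 12 each, p = 0.0519, adjusted p = 0.314 by limma), fnr, an oxygen-sensing regulator, by 12.4% (adjusted p = 0.360), sigma_24, the extracytoplasmic stress sigma factor, by 12.0% (adjusted p = 0.314) and sigma_70, the housekeeping sigma factor, by 12.4% (adjusted p = 0.380). These families passed in limma with the site number as a block, which no source gives as a pairing.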

The top five genes in the HELs network belonged to stress response genes (*katE*, *fnr*, and *sigma_24*) and carbon cycling genes (*cellobiose* and *hyaluronidase*), while those in the network from the LELs belonged to carbon cycling genes (*chitinase* and *hyaluronidase*), a nitrogen reduction gene (*napA*), and a stress response gene (*sigma_70*). Moreover, the interactions of the top five genes in the HELs network (Supplementary Figure 4A) were much more complex in terms of network size and connectivity than those in the LELs network (Supplementary Figure 4B).

### Linkages Between MFS and Lake Environmental Parameters

Canonical correspondence analysis indicated that four factors—temperature, PO_4_-P, DOC, and turbidity—played key roles in shaping the variance of the differences in MFS in the four lakes (for all canonical axes, *p <* 0.05, Figure 5A). 

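The 4 lakes taken as a factor accounted for 36.1% of the inertia of the 24 functional gene profiles in CCA, 26.7% of it on the first 2 axes. Each variable alone, entered as the lake's mean from Supplementary Table 1 and, except for temperature, as the log of that mean plus 1 as in the methods, accounted for a similar part, temperature for 13.2%, PO4-P for 12.4%, DOC for 13.5% and turbidity for 13.4%, and elevation alone for 13.0% (p = 1e-04 each, the smallest that the permutations of the samples can give). These permutations deal out single samples, while each variable has 1 value per lake. The p-values therefore speak for differences among the 4 lakes and not for any single variable. With 1 value per lake at most 3 variables can be separated, and temperature had an absolute correlation of at least 0.86 with each of the others over the 4 lakes, or at least 0.687 without the log transform. The values measured at the single sites were not used here. The paper states a key role of temperature, PO4-P, DOC and turbidity from CCA with forward selection of variables, which was not run here.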

The first two axes explained 19.8% of the observed variation in the composition of the MFS, and 37.6% was explained by all four canonical axes. All four selected factors showed high canonical correlations with the first axis.

**FIGURE 5:**
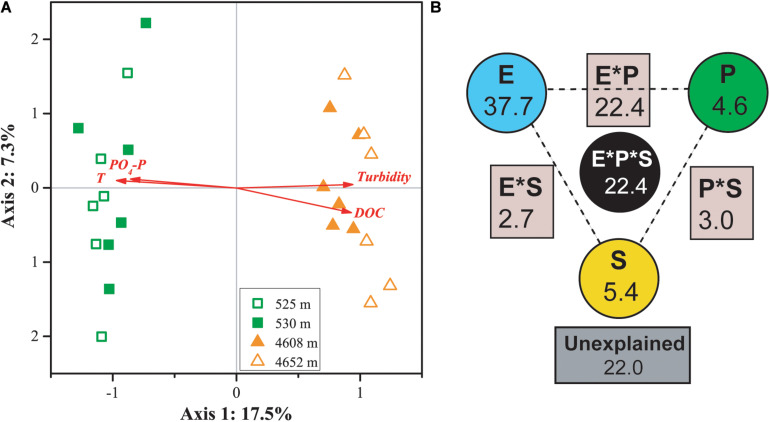
CCA **(A)** and VPA **(B)** of relationships between the microbial functional community structure and the environmental variables. P: productivity: Chl *a*, DOC; S: space: elevation and area; and E: the rest of the tested environmental variables. Numbers on the CCA axis and in the VPA diagram show the percentages of explained variations in the microbial functional gene profile. In the VPA diagram, the edges of the triangle presented the variation explained by each factor alone, while the sides of the triangles presented interactions of any two factors and the middle of the triangles represented interactions of all three factors.

Variation partitioning analysis indicated that environmental heterogeneity was most important in explaining the variance of the differences in MFS in the four lakes (Figure 5B). The three categories of variables—environmental heterogeneity, productivity, and space (elevation and lake area)—explained 37.7, 4.6, and 5.4% of the total variance, respectively. Interactions among the three groups contributed 30.3% of the total variance. A smaller portion (22%) of the MFS variations could not be explained by the tested variables.

The five top-ranking modules detected in the HELs and LELs networks demonstrated different relationships with the environmental variables (Supplementary Figure 5). In the network of the HELs, modules 1 and 5 were positively correlated with turbidity; modules 3 and 4 were negatively correlated with water temperature, but the concentrations of Chl *a* and DOC were positively correlated with pH; and module 2 was negatively correlated with oxidation reduction potential. In contrast, in the network of the LELs, the largest module, module 1, showed positive and negative correlations with water temperature and total phosphorus, respectively. Modules 3 and 4, which were negatively correlated with DOC, showed positive correlations with DO, while module 2 did not correlate with any of the investigated environmental variables.

## Discussion

### Enhanced Potentials of Stress Response in the HELs

In this study, two LELs were used as a reference to investigate the responses of microbial functional traits to elevational increase. Microbial metabolic potentials were significantly different between the HELs and the LELs. The biggest difference was that the normalized signal intensities of microbial stress genes were higher in the HELs than in the LELs (Figure 1). Soil microbial communities at higher elevations were previously shown to maintain high normalized signal intensities in stress response genes including those involved in cold shock, oxygen limitation, and osmotic stress (Yang et al., 2014). In addition to these genes, another seven subcategories of stress response genes with higher normalized signal intensities in the HELs were identified in the present study; these were nitrogen limitation, phosphate limitation, glucose limitation, radiation stress, heat shock, protein stress, and sigma factors (Figure 2). Previous studies using different versions of GeoChip to this study detected all the probes related to these seven subcategories of stress response genes (Tu et al., 2014; Picazo et al., 2020); these studies used GeoChip 4.0, the same as that used by Yang et al. (2014). Detection of more stress response genes with higher normalized signal intensities in the HELs in the present study may be due to more significant changes in environmental factors of the water within a broader elevation gradient and to the characteristics of the lakes themselves. With the increase in elevation from approximately 530 m to more than 4,600 m, the water temperature dropped significantly from 27 to 3°C; Chl *a* concentration decreased more than 20-fold; the concentrations of nutrients such as phosphate, nitrate, and ammonium were negligible; and DO decreased by 50% (Supplementary Table 1). These environmental conditions in the HELs could cause higher microbial metabolic potentials of nitrogen limitation, phosphate limitation, glucose limitation, and protein stress genes.

The normalized signal intensities of microbial radiation stress genes were also significantly higher in the HELs compared with those in the LELs. This was in contrast to data from grass soil in which radiation stress genes were more abundant at the lower elevation (Yang et al., 2014). This difference might be attributed to the fact that UV radiation is more intensive in surface water than in grass soil where aboveground vegetation prevents UV penetration (Yang et al., 2014). The discovery of more functional genes with high normalized signal intensities in diverse subcategories of the stress response pathways in the HELs than in grass soil confirms that recruitment of microbes to exposed habitats is strongly based on selection of stress tolerance traits. Furthermore, this finding indicates that these microbial communities have more diverse abilities with which to tolerate harsh environmental conditions than more sheltered habitats (Chan et al., 2013).

Higher normalized signal intensities in the microbial functional genes related to heat shock and sigma factors were observed in the HELs compared with the LELs. Similar results were also found on Antarctica rock surface (Chan et al., 2013), in Tibetan mountainous grass soil (Yang et al., 2014; Qi et al., 2017), and on stones in streams (Picazo et al., 2020). Mounting evidence suggests that besides protecting microbial cells from environmental insults of sudden temperature increases, the transcriptional activities of heat shock genes are maintained at a steady-state level that is frequently greater than the initial basal level for the purpose of facilitating microbial growth under non-optimal environmental conditions (Macario et al., 1999; Roncarati and Scarlato, 2017). Moreover, some heat shock proteins are also required and are abundant during normal growth conditions. For example, the genes *GroEL* and *dnaK* are instrumental in protein folding even during non-stressed growth conditions, although their activities become more important during stress (Macario et al., 1999; Roncarati and Scarlato, 2017). In addition to temperature variations, several other stress conditions, such as osmotic changes, desiccation, antibiotics, solvents, and heavy metals, can elicit heat shock responses (Roncarati and Scarlato, 2017). In the present study, HELs are frozen for most of the year. However, there are diurnal temperature variations in the summer, which are likely to cause an increase in heat shock genes. Alternative sigma factors are the positive transcriptional regulators of heat shock genes (Roncarati and Scarlato, 2017), and these were also increased in the HELs in the present study.

### Enhanced Potentials of Carbon Degradation in the HELs

There were no significant changes in the normalized signal intensities of the functional gene categories of carbon, phosphorus, and nitrogen metabolisms in the HELs (Figure 1A). However, there were a few marked increases in the normalized signal intensities of carbon degradation genes at the single functional gene level (Figure 3B). Differences in the composition of DOC may be a principal factor causing changes in microbial taxonomic structure in aquatic ecosystems (Teeling et al., 2012; Sarmento et al., 2013), and this may subsequently influence the microbial functional metabolic potentials (Kuang et al., 2016). Generally, there are two main carbon sources in lake ecosystems: terrestrial (allochthonous) inputs of carbon received from the landscape around lakes and autochthonous carbon provided by in-lake primary production (Rose et al., 2015). The relative contribution of allochthonous carbon inputs increases with increasing elevation whereas their lability decreases with increasing elevation (Zhou et al., 2018). Zhou et al. (2019) reported that dissolved organic matter aromaticity and the relative abundance of lignin compounds in glacial-fed streams and rivers on the Tibetan Plateau all increased during water flows downstream from the glacial terminus, and the same may apply in the HELs in the present study. The DOC-to-Chl *a* ratio is an allochthony indicator (Carpenter et al., 2005; Bade et al., 2007; Pace et al., 2007). In the present study, the DOC-t- Chl *a* ratios in the two HELs were on average 12-fold greater than those in the two LELs (Supplementary Table 1). The more allochthonous DOC in the HELs may promote the microbial functional potentials of carbon degradation, such as *camDCA*, *chitinaseb*, *hyaluronidase*, *cellobiase*, *cda*, and *mannanase* (Figure 3B).

### Enhanced Interactions Among the Co-occurring Functional Genes in the HELs

Comparison of network properties, such as links, network size, connectivity, and clustering coefficients, in the lakes at the two elevations identified reinforced complexity in the HELs network. Soil microbial networks detected in northern China were previously reported to be more complex than those found in southern China, suggesting that temperature affects the complexity of microbial networks at a continental scale (Ma et al., 2016; Zhang et al., 2018). Network analyses in the current study indicated that, with the increase in elevation from approximately 530 to 4,600 m, the functional gene network increased in network size and became much more connected and clustered (Table 2 and Figure 4). Temperature and DOC were two of the most important environmental causes of these changes in network properties (Supplementary Figure 5). This finding was consistent with that of acidic mining lakes, in which harsh conditions such as low pH, high concentrations of sulfate and metals, and limited carbon, nitrogen, and phosphorus sources resulted in more complex microbial functional gene networks (Ren et al., 2018). These discoveries may be attributed to the fact that to survive in harsh environments, microorganisms cooperate by participating in diverse metabolic pathways of the microbial food chain, such as degrading (complex) organics or metabolizing carbon, nitrogen, and phosphorus (Dong et al., 2020). Similarly, to adapt to the high elevation and its related factors, some microorganisms in the HELs enhanced their potentials of recalcitrant carbon degradation genes (such as *cellobiase_bact_arch*, *chitinaseb*, and *hyaluronidase*; Figure 3B) to provide carbon sources for other microorganisms. In return, other microbes increased their potentials of stress response genes (e.g., *katE*, *fnr*, and sigma_24 and sigma_70 genes; Figure 2) to help other microorganisms survive under conditions of low oxygen, low temperature and large variation of temperature, and high UV radiation. These results were confirmed by the HELs network having more interactions and also containing more module hubs and two connectors in relation to stress response and carbon cycling functional genes, compared with the LELs network (Supplementary Table 3 and Supplementary Figure 4). A previous report confirmed that one member of nodes that had high connections in the bacterial co-occurrence network could facilitate one member of the peripheral vertexes by providing the latter with several low-molecular-weight organic substrates (Xian et al., 2020). However, the mechanisms of our findings in the present study require further investigation using a combination of culture-dependent and culture-independent techniques, such as metatranscriptomics, metaproteomics, and metabolomics approaches.

### No Differences in Overall Functional Gene Richness Between the HELs and LELs

The overall functional gene diversity was not significantly different between the HELs and LELs. This is in contrast to data from grass soil where the number of detected microbial genes at the 3,200-m site was approximately half of those at the three higher elevations (3,400, 3,600, and 3,800 m; Yang et al., 2014). These differences may predominantly be due to covariance of elevation and regional characteristics in terrestrial ecosystems, whereas lakes are more homogeneous (Li et al., 2017). For example, the pH in soil changed more within the elevational range of 600 m (Yang et al., 2014) than in lake water within the elevational range of 4,100 m (this study), and pH is known to have an adverse effect on microbial gene diversity (Yang et al., 2014; Ren et al., 2018). Furthermore, large numbers of introduced rare bacterial taxa, which enter lakes from surrounding catchments or sediments, can increase the overall bacterial diversity in small lakes with large catchment areas at high elevations (e.g., Lindström and Bergström, 2004; Crump et al., 2012; Li et al., 2017) and are also likely to influence microbial functional gene diversity. Thus, in comparison to the LELs, the microbial gene richness in the two HELs did not decrease but increased slightly.

## Conclusion

This study demonstrated that the elevation increase of approximately 4,100 m, which relates to changes in different environmental variables, has a strong influence on the profile of microbial functional potentials in lake water columns. Harsh conditions (e.g., nutrient limitation, low temperature and large variation of temperature, high UV radiation, and more recalcitrant DOC) at high elevations may significantly promote the microbial metabolic potentials among functional genes involved in stress responses and recalcitrant carbon degradation in freshwater lakes. Microbes exposed to higher elevation stressors had increased signal intensities of stress response functional genes, increased numbers of module hubs of these genes, and enhanced complexity of gene interactions. This study highlights that the limnetic microbial communities develop functional strategies to cope with the harsh conditions at high elevations.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156784.

## Author Contributions

HL, JZ, and QW conceived and initiated the study and led the writing of the manuscript. LR collected the samples. QY analyzed the data. All the authors contributed substantially to the study.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer KX declared a shared affiliation with one of the authors QW to the handling editor at the time of review.

## Footnotes

1 http://ieg.ou.edu/microarray/

# Supplementary material for: Enhanced Metabolic Potentials and Functional Gene Interactions of Microbial Stress Responses to a 4,100-m Elevational Increase in Freshwater Lakes
**Source:** Front Microbiol. 2021 Jan 13;11:595967. doi: 10.3389/fmicb.2020.595967
**Supplement:** Supplementary file 1

**Online Supporting Materials For**

**Enhanced metabolic potentials and functional gene interactions of microbial stress response to a 4,100-m elevational increase in freshwater lakes**

Huabing Li 1, Jin Zeng 1, *, Lijuan Ren 2, Qingyun Yan3, Qinglong L. Wu1, 4, *

Running title: Microbial functional response to increasing-elevation

**Table S1.** Summary of location and environmental characteristics of the investigated lakes at low and high elevations at Siguniang Mountain in Chinaa

|  | Lake name (Abbreviation) | | | |
| --- | --- | --- | --- | --- |
| Variables | Maojakou (MJK) | Baigongyan (BGY) | Heihaizi (HHZ) | Baihaizi (BHZ) |
| Group | Low elevation lakes (LELs) | | High elevation lake (HELs) | |
| Position (°N, °E) | 30.587,  104.310 | 30.589,  104.311 | 31.093,  102.958 | 31.098,  102.956 |
| Ele (m) | 525 | 530 | 4608 | 4652 |
| Area (ha) | 14.3 | 29.9 | 2.1 | 1.1 |
| Maximum depth (m) | 5.7 | 9.6 | 19 | 6.7 |
| T (°C) | 25.64±0.13 | 27.17±0.34 | 3.7±0.15 | 1.86±0.77 |
| TN (mg/L) | 7.99±0.12 | 4.43±0.11 | 0.2±0.07 | 0.19±0.01 |
| TP (mg/L) | 0.13±0.01 | 0.07±0 | 0.01±0 | 0.01±0 |
| Nitrate (mg/l) | 5±0.09 | 2.51±0.11 | 0.14±0 | 0.12±0.01 |
| Nitrite (mg/l) | 0.06±0.01 | 0.01±0 | 0±0 | 0.02±0.01 |
| PO4-P(ug/L) | 34.26±12.89 | 8.1±1.04 | 2.33±0.38 | 1.65±0.09 |
| Ammonium (mg/L) | 0.2±0.05 | 0.24±0.06 | 0.01±0 | 0±0 |
| Chl *a* (ug/L) | 108.9±12.62 | 26.35±2.35 | 3.2±0.32 | 3±0.13 |
| DOC (mg/L) | 21.05±1.37 | 25.26±1.56 | 12.96±0.5 | 9.72±1.7 |
| Turbidity (NTU) | 8.28±0.67 | 22.07±0.77 | 1.23±0.06 | 1.07±0.23 |
| Salinity (ppt) | 0.24±0 | 0.17±0 | 0.03±0 | 0.04±0 |
| COND (mS/cm) | 0.52±0 | 0.38±0 | 0.04±0 | 0.04±0 |
| DO (mg/L) | 14.36±1.6 | 15.6±0.2 | 6.69±0.13 | 7.02±0.04 |
| pH | 8.79±0.14 | 9.18±0.01 | 8.12±0.02 | 8.04±0.03 |
| ORP (mV) | 388.6±6.45 | 373.82±0.9 | 603.28±18.47 | 609.73±12.52 |

a Ele, elevation; T, water temperature; TN, total nitrogen; TP, total phosphorus; PO4-P, soluble phosphorus; Chl *a*, chlorophyll a; DOC, dissolved organic carbon; COND, conductivity; DO, dissolved oxygen; ORP, oxidation reduction potential. The results are represented as the mean ± standard error.

**Table S2**. Percentages of overlapping microbial functional genes in the lakes at low and high elevations. The abbreviation of each lake was shown in Table S4

|  | MJK1 | MJK2 | MJK3 | MJK4 | MJK5 | MJK6 | BGY1 | BGY2 | BGY3 | BGY4 | BGY5 | BGY6 | HHZ1 | HHZ2 | HHZ3 | HHZ4 | HHZ5 | HHZ6 | BHZ1 | BHZ2 | BHZ3 | BHZ4 | BHZ5 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MJK2 | 84.37 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| MJK3 | 81.00 | 93.96 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| MJK4 | 84.70 | 79.98 | 78.29 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| MJK5 | 84.35 | 96.24 | 93.86 | 79.90 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| MJK6 | 83.17 | 86.62 | 86.32 | 81.44 | 86.68 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY1 | 86.17 | 83.47 | 80.69 | 82.03 | 83.20 | 82.09 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY2 | 82.04 | 93.78 | 91.86 | 77.93 | 93.31 | 84.75 | 83.81 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY3 | 80.70 | 91.45 | 91.42 | 78.28 | 91.62 | 84.10 | 80.74 | 91.80 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY4 | 81.70 | 79.76 | 77.89 | 88.12 | 79.42 | 79.31 | 81.39 | 79.23 | 79.11 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY5 | 81.83 | 94.27 | 92.14 | 78.59 | 94.79 | 84.49 | 84.27 | 93.90 | 91.70 | 80.04 |  |  |  |  |  |  |  |  |  |  |  |  |  |
| BGY6 | 82.51 | 90.10 | 89.12 | 79.67 | 90.36 | 84.07 | 81.77 | 89.69 | 90.26 | 80.54 | 90.15 |  |  |  |  |  |  |  |  |  |  |  |  |
| HHZ1 | 87.29 | 81.84 | 78.88 | 83.60 | 81.77 | 80.59 | 83.11 | 80.00 | 79.55 | 80.93 | 80.39 | 80.84 |  |  |  |  |  |  |  |  |  |  |  |
| HHZ2 | 81.16 | 86.20 | 84.02 | 76.46 | 85.43 | 80.69 | 81.37 | 85.93 | 83.03 | 75.87 | 84.70 | 82.49 | 83.27 |  |  |  |  |  |  |  |  |  |  |
| HHZ3 | 80.18 | 87.18 | 85.33 | 76.44 | 86.83 | 80.73 | 79.96 | 86.09 | 84.41 | 76.59 | 86.28 | 83.74 | 83.18 | 93.57 |  |  |  |  |  |  |  |  |  |
| HHZ4 | 84.07 | 84.61 | 82.58 | 83.52 | 84.33 | 81.59 | 83.76 | 83.20 | 81.52 | 83.70 | 83.53 | 82.63 | 86.45 | 86.34 | 87.50 |  |  |  |  |  |  |  |  |
| HHZ5 | 80.72 | 87.17 | 84.44 | 77.02 | 86.89 | 80.29 | 80.93 | 86.01 | 83.42 | 76.98 | 86.57 | 83.21 | 84.52 | 93.18 | 94.94 | 87.71 |  |  |  |  |  |  |  |
| HHZ6 | 83.07 | 86.09 | 84.55 | 81.27 | 85.58 | 83.80 | 81.82 | 84.84 | 83.64 | 80.86 | 84.49 | 83.89 | 85.74 | 88.67 | 89.97 | 88.70 | 89.32 |  |  |  |  |  |  |
| BHZ1 | 84.80 | 79.87 | 76.67 | 81.51 | 79.74 | 77.48 | 85.32 | 78.70 | 76.80 | 81.27 | 79.40 | 77.84 | 86.68 | 82.32 | 81.67 | 86.54 | 83.57 | 83.26 |  |  |  |  |  |
| BHZ2 | 80.52 | 87.32 | 84.75 | 76.82 | 86.96 | 80.54 | 80.79 | 86.46 | 83.90 | 76.74 | 86.27 | 83.65 | 83.71 | 93.23 | 95.03 | 87.75 | 94.81 | 89.34 | 83.79 |  |  |  |  |
| BHZ3 | 79.63 | 84.98 | 84.81 | 75.87 | 84.66 | 80.02 | 80.28 | 85.07 | 83.59 | 75.58 | 84.30 | 82.51 | 80.15 | 91.76 | 92.34 | 85.15 | 90.79 | 86.96 | 80.56 | 92.91 |  |  |  |
| BHZ4 | 83.14 | 84.14 | 81.32 | 80.22 | 83.94 | 79.32 | 83.61 | 83.26 | 81.94 | 80.03 | 83.42 | 82.37 | 86.79 | 87.70 | 88.15 | 88.53 | 88.80 | 86.83 | 88.62 | 89.87 | 86.78 |  |  |
| BHZ5 | 80.76 | 86.52 | 83.62 | 77.70 | 86.54 | 79.59 | 81.44 | 85.56 | 83.45 | 78.07 | 86.51 | 83.36 | 83.96 | 90.83 | 92.63 | 87.28 | 94.22 | 87.81 | 84.60 | 94.40 | 90.12 | 89.43 |  |
| BHZ6 | 81.06 | 85.42 | 82.86 | 81.14 | 84.88 | 81.00 | 82.25 | 83.91 | 82.02 | 81.39 | 84.25 | 82.26 | 84.31 | 87.70 | 89.72 | 89.57 | 89.95 | 89.38 | 86.12 | 91.39 | 87.27 | 88.63 | 90.02 |

**Table S**3 Hubs and connectors of module 1 to module 5 in microbial functional gene networks of low-elevation lakes (LELs) and high-elevation lakes (HELs)

| Objects | Hubs | Node | Gene ID | Module | Degree | Gene name | Gene category | Gene subcategory | Kingdom/Phylum | Genus |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| LELs | Module  Hubs | 1 | 334136562 | 1 | 56 | *chitinase_general_bact_arch* | Carbon cycling | Carbon degradation | Firmicutes | Paenibacillus |
| 2 | 110168086 | 1 | 53 | *pstA* | Stress | Phosphate limitation | Cyanobacteria | erythraeum |
| 3 | 1771343 | 1 | 53 | *napA* | Nitrogen | Dissimilatory N reduction | Proteobacteria | Moraxella |
| 4 | 85711354 | 1 | 52 | *phytase* | Phosphorus | Phosphorus utilization | Proteobacteria | Idiomarina |
| 5 | 108460873 | 1 | 52 | *chitinase_general_bact_arch* | Carbon cycling | Carbon degradation | Proteobacteria | Myxococcus |
| 6 | 381179197 | 1 | 52 | *mannanase* | Carbon cycling | Carbon degradation | Spirochaetes | Treponema |
| 7 | 338534120 | 5 | 20 | *chitinase_general_bact_arch* | Carbon cycling | Carbon degradation | Proteobacteria | Myxococcus |
| 8 | 228848109 | 1 | 18 | *fnr* | Stress | Oxygen stress | Firmicutes | Bacillus |
| 9 | 189464527 | 3 | 17 | *acetylglucosaminidase_bact_arch* | Carbon cycling | Carbon degradation | Bacteroidetes | Bacteroides |
| 10 | 269121796 | 4 | 11 | *cellobiase_bact_arch* | Carbon cycling | Carbon degradation | Fusobacteria | Sebaldella |
| HELs | Module  Hubs | 1 | 283455856 | 2 | 116 | *cellobiase_bact_arch* | Carbon cycling | Carbon degradation | Actinobacteria | Bifidobacterium |
| 2 | 257806866 | 2 | 113 | *hyaluronidase* | Carbon cycling | Carbon degradation | Firmicutes | Enterococcus |
| 3 | 119474019 | 2 | 101 | *katE* | Stress | Oxygen stress | Fungi | Trichocomaceae |
| 4 | 197087547 | 3 | 66 | *fnr* | Stress | Oxygen stress | Proteobacteria | Geobacter |
| 5 | 116611450 | 2 | 64 | *sigma_24* | Stress | Sigma factors | Actinobacteria | Arthrobacter |
| 6 | 86554932 | 2 | 62 | *pstB* | Stress | Phosphate limitation | Cyanobacteria | Unclassified bacteria |
| 7 | 160897573 | 3 | 43 | *fnr* | Stress | Oxygen stress | Proteobacteria | Delftia |
| 8 | 167587540 | 3 | 43 | *katE* | Stress | Oxygen stress | Proteobacteria | Burkholderia |
| 9 | 85068532 | 3 | 43 | *katE* | Stress | Oxygen stress | Fungi | Sordariaceae |
| 10 | 145574778 | 3 | 43 | *sigma_24* | Stress | Sigma factors | Proteobacteria | Pseudomonas |
| 11 | 83949442 | 3 | 43 | *sigma_32* | Stress | Sigma factors | Proteobacteria | Roseovarius |
| 12 | 83846976 | 3 | 43 | *sigma_70* | Stress | Sigma factors | Proteobacteria | Sulfitobacter |
| 13 | 134134270 | 3 | 42 | *narH* | Stress | Oxygen limitation | Proteobacteria | Burkholderia |
| 14 | 163839598 | 3 | 42 | *katE* | Stress | Oxygen stress | Actinobacteria | Renibacterium |
| 15 | 158435721 | 1 | 39 | *sigma_70* | Stress | Sigma factors | Firmicutes | Clostridium |
| 16 | 149937763 | 1 | 37 | *cda* | Carbon cycling | Carbon degradation | Bacteroidetes | Parabacteroides |
| 17 | 228848109 | 1 | 36 | *fnr* | Stress | Oxygen stress | Firmicutes | Bacillus |
| 18 | 225046340 | 4 | 18 | *cellobiase_bact_arch* | Carbon cycling | Carbon degradation | Firmicutes | Clostridium |
| 19 | 372474104 | 1 | 14 | *cellobiase_bact_arch* | Carbon cycling | Carbon degradation | Verrucomicrobia | Unclassified bacteria |
| 20 | 110833027 | 1 | 14 | *phoB* | Stress | Phosphate limitation | Proteobacteria | Alcanivorax |
| 21 | 13872764 | 1 | 14 | *acetylglucosaminidase_bact_arch* | Carbon cycling | Carbon degradation | Actinobacteria | Streptomyces |
| Connectors | 1 | 319924183 | 1 | 8 | *chitinase_general_bact_arch* | Carbon cycling | Carbon degradation | Acidobacteria | Terriglobus |
| 2 | 225175258 | 4 | 4 | *clpC* | Stress | Protein stress | Firmicutes | Dethiobacter |

**Table S4**. The abbreviation of phylogenetic taxa detected in this study

| Taxa | Code |  | Taxa | Code |
| --- | --- | --- | --- | --- |
| Actinobacteria | Ac |  | Firmicutes | Fm |
| Alphaproteobacteria | Ap |  | Fusobacteria | Fu |
| Aquificae | Aq |  | Gemmatimonadetes | Gm |
| Bacteroidetes | Ba |  | Gammaproteobacteria | Gp |
| Betaproteobacteria | Bp |  | Korarchaeota | Ko |
| Caldithrix | Ca |  | Lentisphaerae | Ls |
| Chlamydiae | Ch |  | Nitrospirae | Ns |
| Chlorobi | Cl |  | Planctomycetes | Pm |
| Chloroflexi | Co |  | Poribacteria | Pr |
| Crenarchaeota | Cr |  | Spirochaetes | Sc |
| Cyanobacteria | Cy |  | Synergistetes | Sy |
| Deferribacteres | Df |  | Thaumarchaeota | Ta |
| Deltaproteobacteria | Dp |  | Thermobaculum | Tb |
| Deinococcus-Thermus | DT |  | Thermodesulfobacteria | Td |
| Dictyoglomi | Dy |  | Tenericutes | Te |
| Elusimicrobia | El |  | Thermotogae | Tt |
| Epsilonproteobacteria | Ep |  | Uncultured archaea | Ua |
| Euryarchaeota | Eu |  | unclassified bacteria | Ub |
| Fibrobacteres | Fb |  | Uncultured euryarchaeote | Ue |
| Fungi | Fg |  | Unclassified proteobacteria | Up |

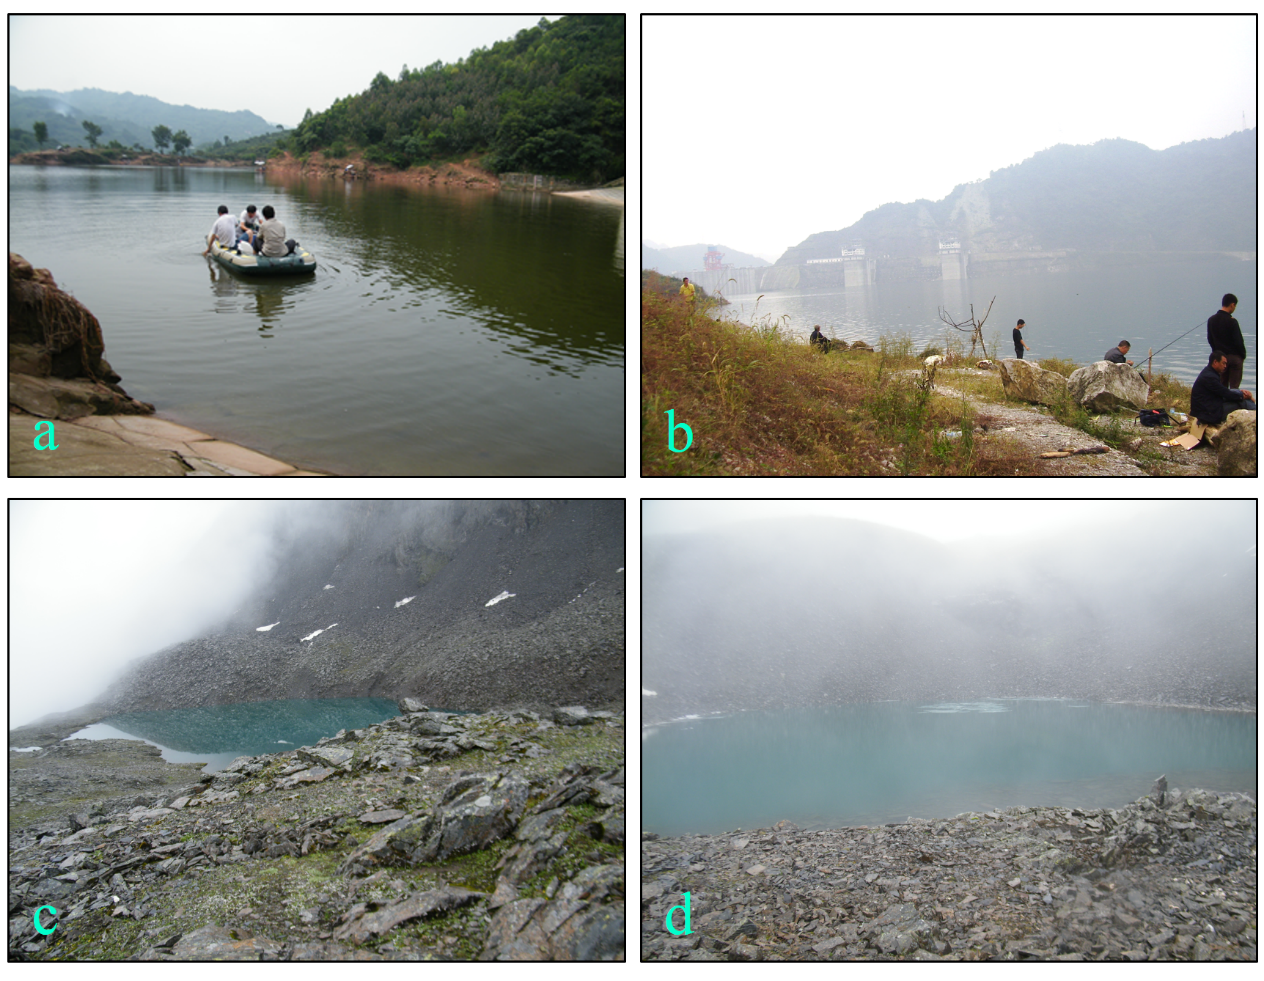

**Figure S1** Pictures of the investigated LELs (a: 525 m; b: 530 m) and HELs (c: 4,608 m; d: 4,652 m).

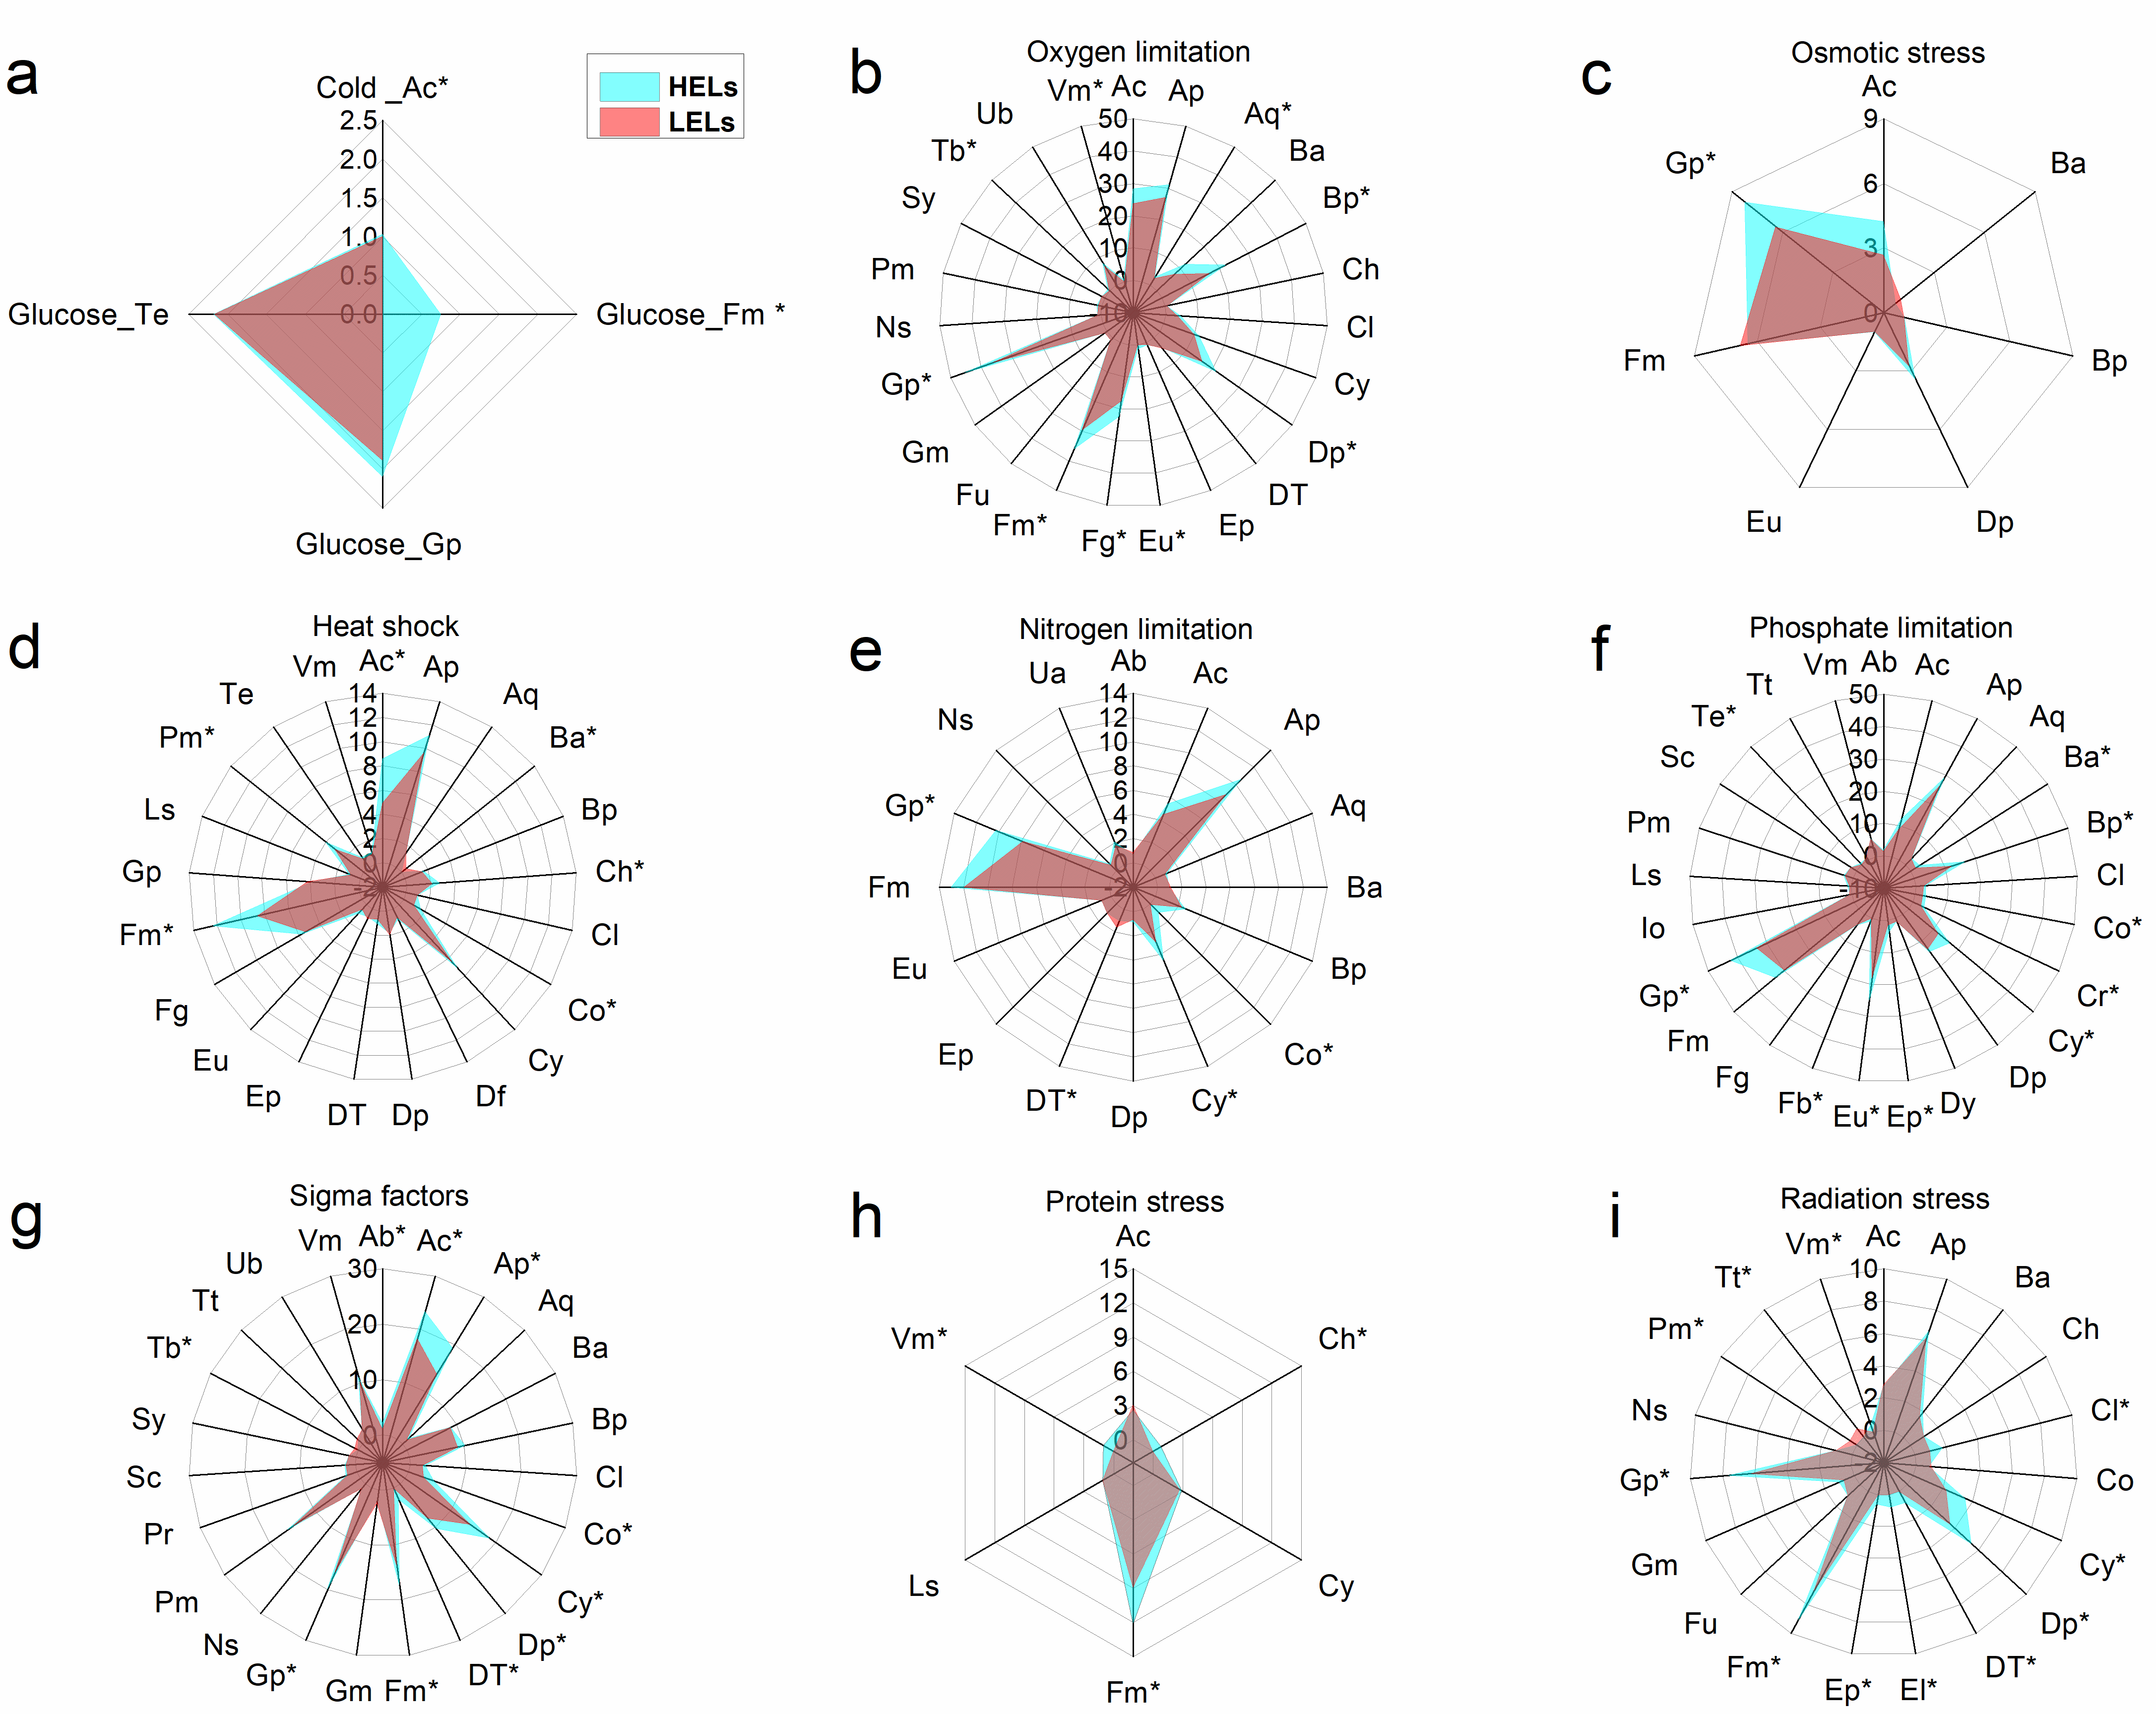

**Figure S2** Taxa–function relationships for stress response genes with significantly differences in normalized signal intensity between the HELs and the LELs. Mean values of samples from each lake were plotted for the genes represent (a) cold shock and glucose limitation, which were abbreviated as cold and glucose, respectively, in the figure, (b) heat shock, (c) nitrogen limitation, (d) osmotic stress, (e) oxygen stress, (f) phosphate limitation, (g) protein stress, (h) radiation stress, and (i) sigma factors. The two-character abbreviation of phylogenetic taxa was shown in Table S4. Asterisks (*) above the abbreviation of the taxa indicated significant differences (*p* < 0.05).

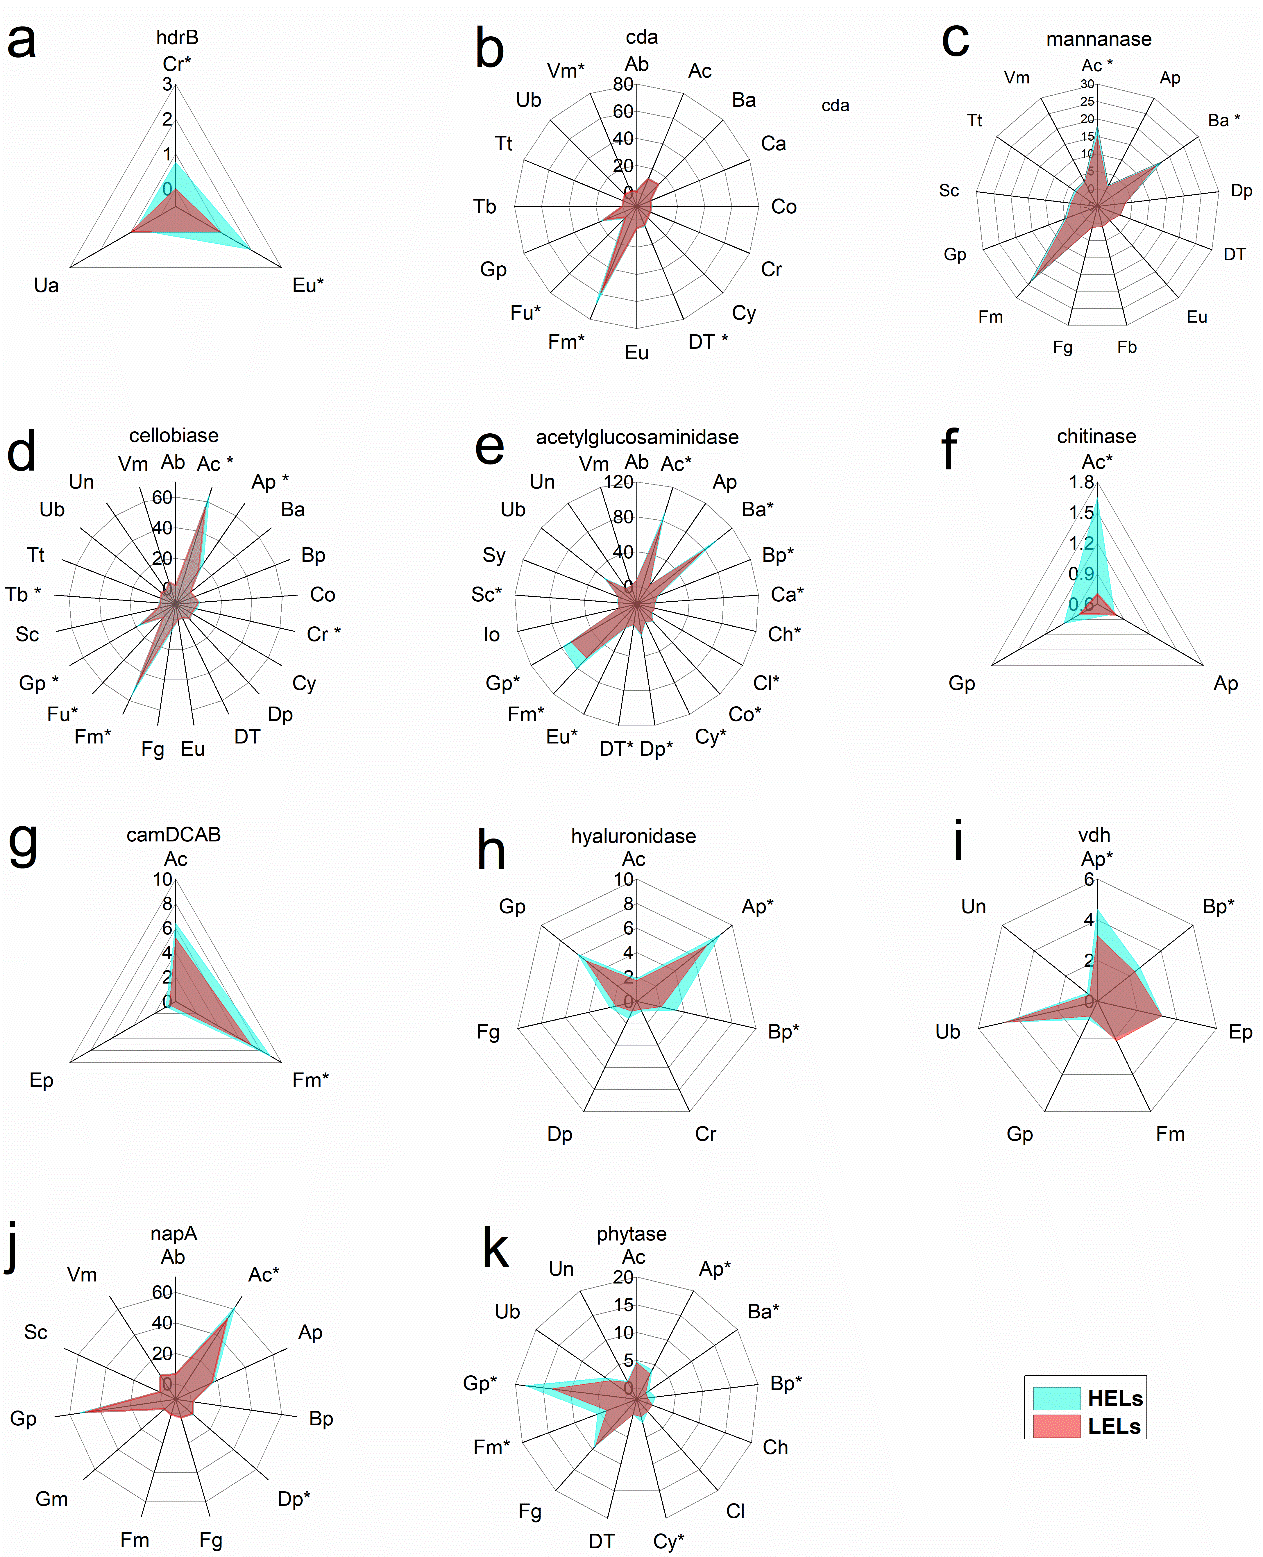

**Figure S3** Taxa–function relationships for carbon, nitrogen, and phosphorus cycling with significantly differences in normalized signal intensity between the HELs and the LELs. Mean values of samples from each lake were plotted for the genes represent (a) hdrB for Methane oxidation; (b) cda, (c) mannanase, (d) cellobiase, (e) acetylglucosaminidase, (f) chitinase, (g) camDCAB, and (h) hyaluronidase for carbon degradation; (j) napA for nitrate reduction and (k) phytase for phosphorus cycling. The two-character abbreviation of phylogenetic taxa was shown in Table S4. Asterisks (*) above the abbreviation of the taxa indicated significant differences (*p* < 0.05).

**
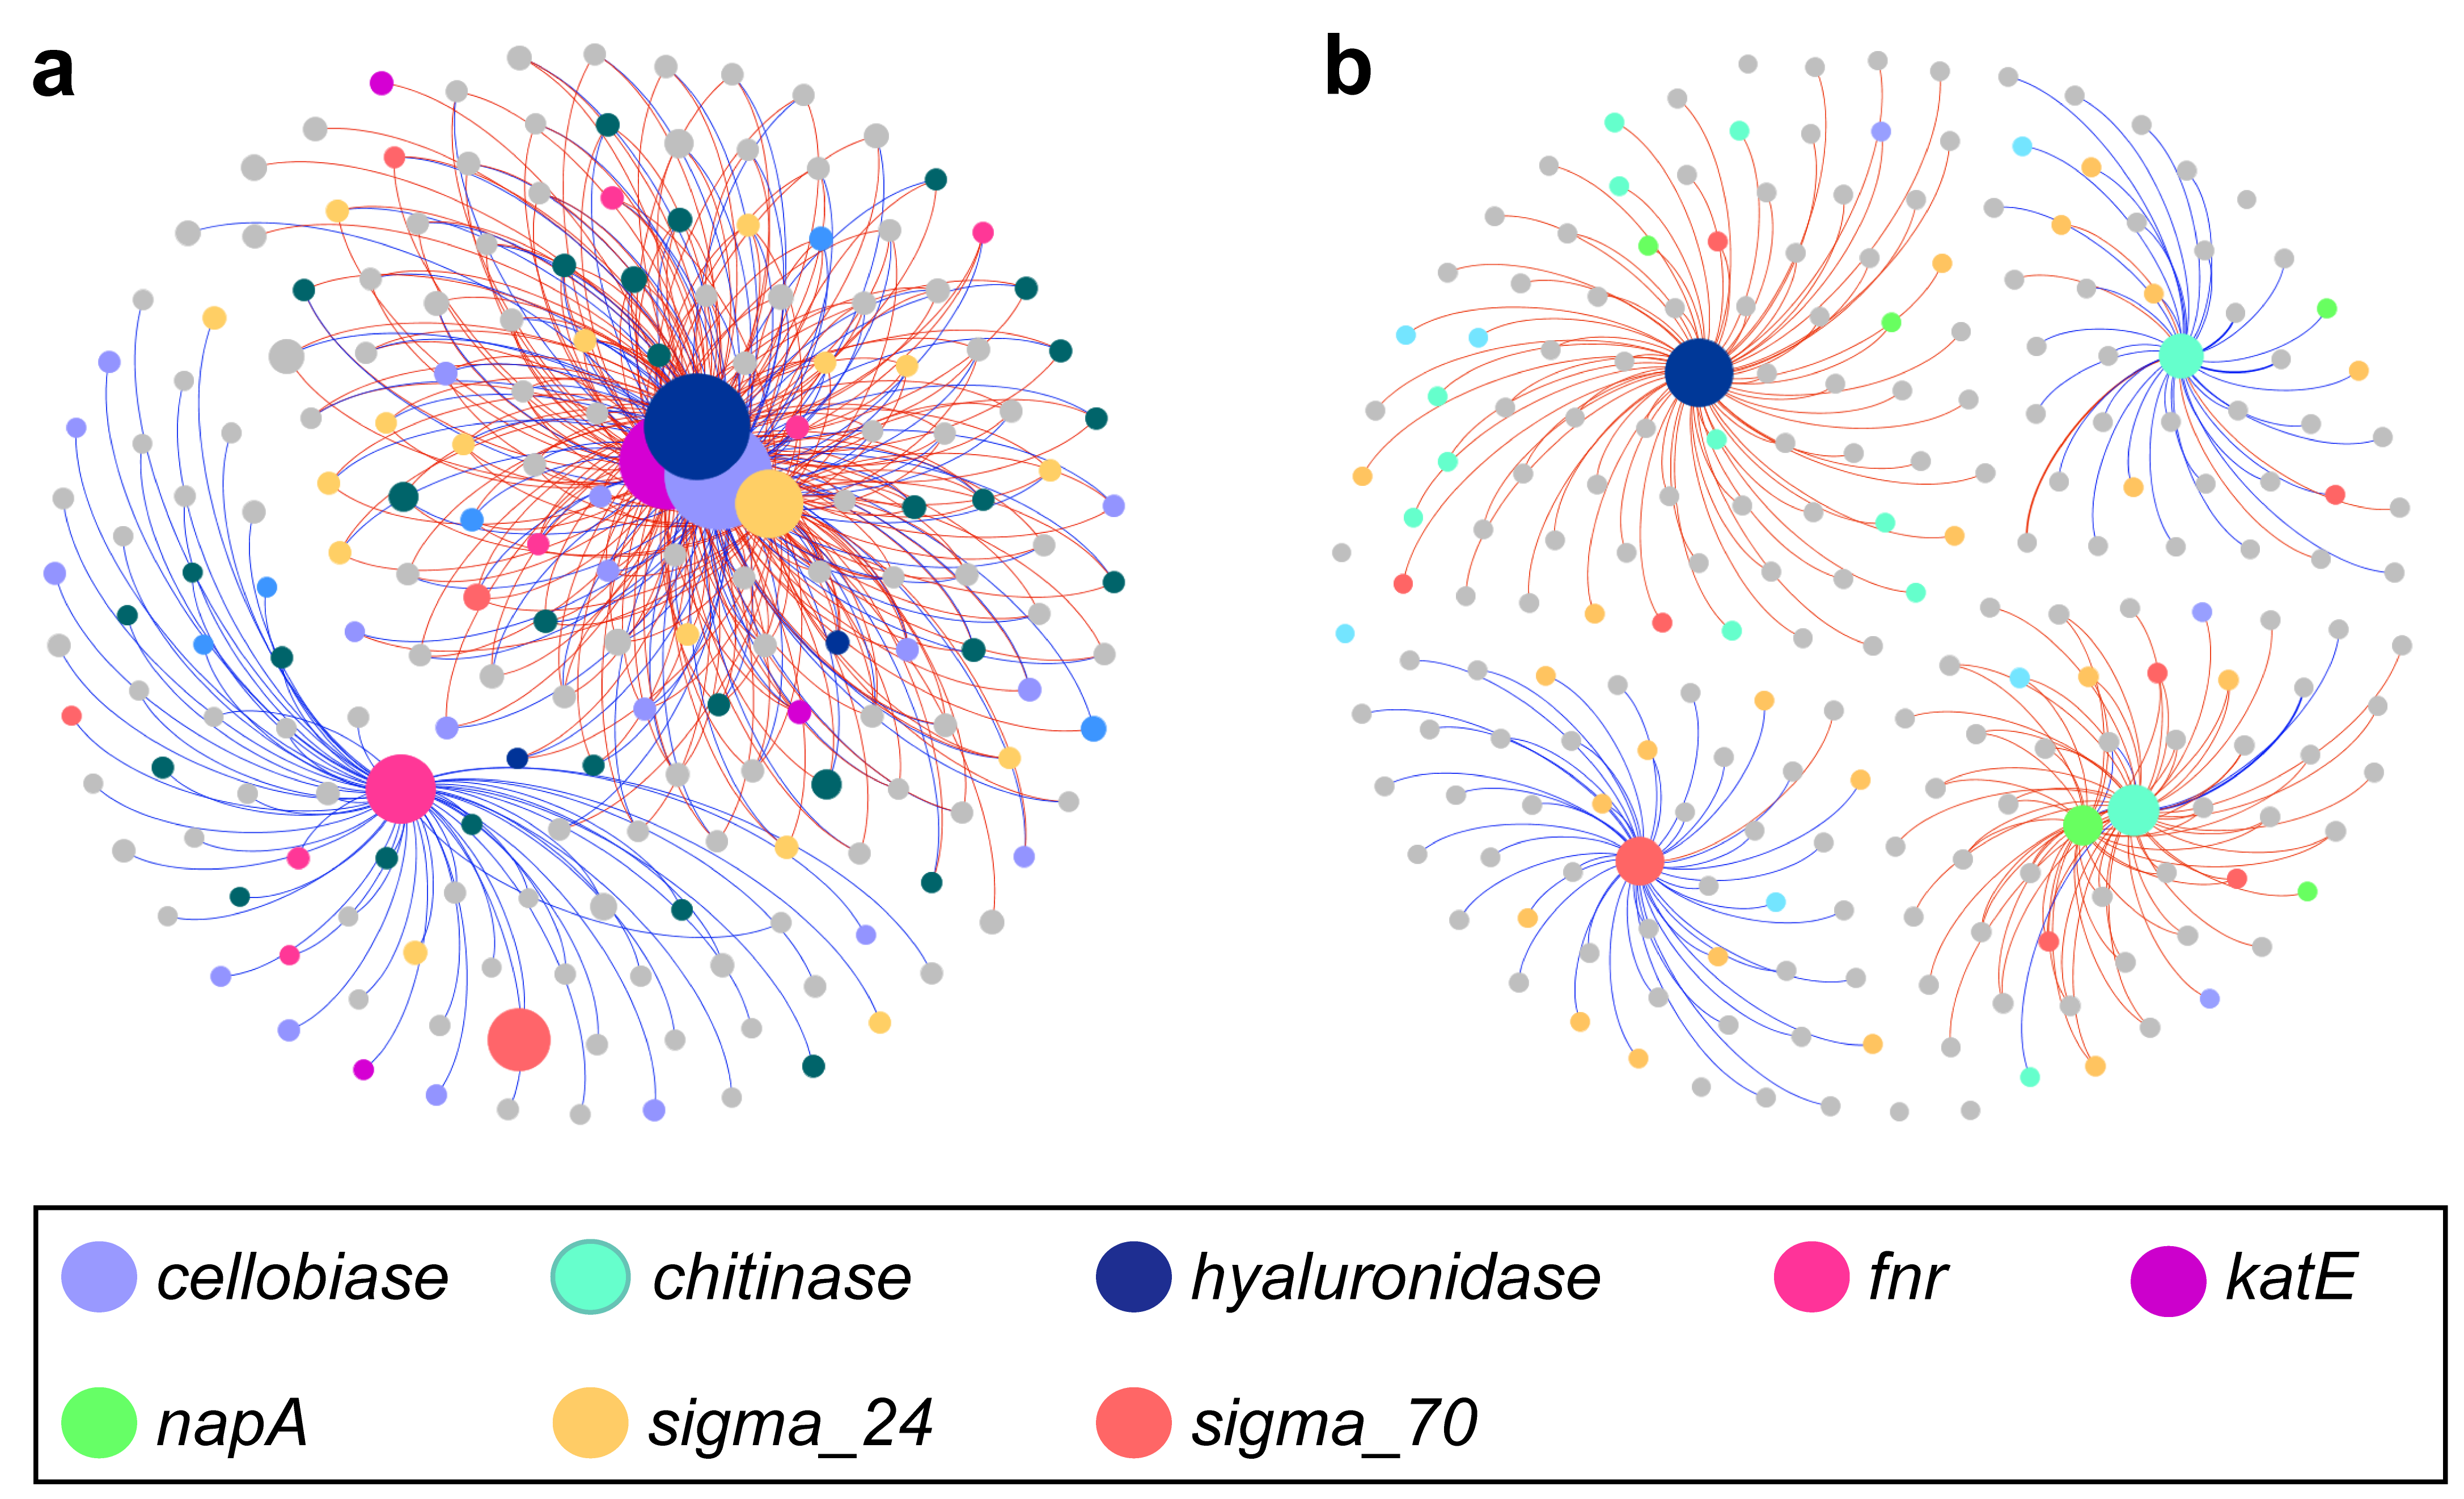
**

**Figure S4** Differences in the network interactions and the hub nodes of the microbial functional genes in the HELs (a) and LELs (b). Different colors of the nodes indicate different categories of functional genes. The lines connecting two nodes indicate interactions between different genes. The hub nodes in the top 1-5 modules were indicated by larger size. The detailed information of the large-sized hub nodes was shown in Table S3.

**
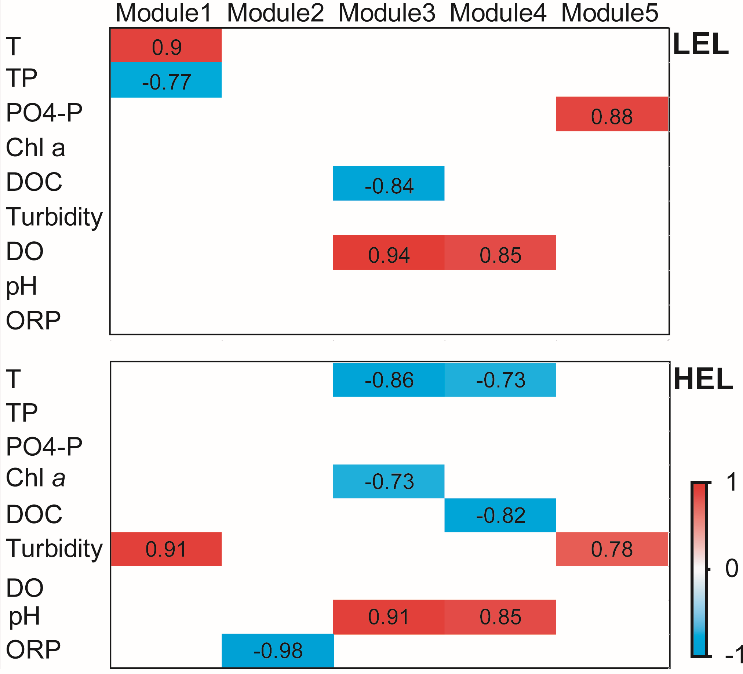
**

**Figure S5** Spearman's correlations between the environmental variables and the top 5 modules in functional gene networks of the HELs and the LELs. Only significant correlations (*p* < 0.05) are shown. T, water temperature; TP, total phosphorus; PO4-P, soluble phosphorus; Chl *a*, chlorophyll a; DOC, dissolved organic carbon; DO, dissolved oxygen; ORP, oxidation reduction potential.

How the deposited data were processed for this re-analysis (not part of the article)

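Surface water from 6 sites in each of 4 lakes was analysed, 12 samples from the 2 LELs (MJK and BGY) and 12 from the 2 HELs (HHZ and BHZ), with 1 GeoChip 5.0 array of 1 colour (Cy3) per sample. The deposited values are scores that the authors had already processed. By the methods, the authors kept spots with a signal-to-noise ratio over 2, kept probes found in at least 2 of the 6 samples of a lake, took the natural log of the signal plus 1 and divided it by the mean of the sample's detected probes. The scores, between 0.227821 and 0.294944, have a mean per sample of 0.250723 to 0.261041 and not of 1, so their scale is only partly known, and linear signal, background and signal-to-noise ratio were not used here. A blank stands for a probe that was not detected. Each of the 21035 probes had either 0 or at least 3 values in every lake, and 0 combinations of a probe and a lake had 1 or 2, so detections in fewer than 3 samples of a lake were blank in the values used here. A probe was counted as 1 gene, as in the paper.

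The design set before the data were examined assumed signals of spots. Since the deposited unit is a score, each score was divided by the mean score of the sample's detected probes, undetected probes were set to 0, and the probes of each of 674 gene names (families) and of 264 sums of a stress subcategory or family and a taxon were added up. These sums were compared between the elevations on the scale of log2(sum + 1) with limma (lmFit, eBayes with trend) and Benjamini-Hochberg adjustment over all families or all such sums, at a threshold of 0.05. A log2 difference on this scale understates that of families with low sums. The percent difference is (HELs / LELs - 1), as in the methods. Student's t-test was set beforehand on the sums of normalized signal intensity. The methods name relative signal intensity for it, and the t-test on that measure, here the methods' t-test, was run after the data were seen. Relative signal intensity sets the total of every sample equal and moved the median log2 difference of all families by 0.09, from 0.08 to -0.01. Single genes were compared by limma on the score minus the sample's 75th percentile over the 4718 probes detected in all 24 samples, with undetected values missing and at least 3 values per elevation.

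Numbers of genes per sample were compared by two-sided permutation tests with 100000 resamples, or exact tests for groups under 10. Structure was tested by adonis, ANOSIM and MRPP on Bray-Curtis dissimilarities, with exact enumeration for pairs of lakes, and described by DCA and by CCA with 1 environmental mean per lake, taken as the log of the mean plus 1 except for temperature. The paper's variation partitioning and its relations of modules to the environment need values of single sites, which were not used here. Networks joined carbon, nitrogen, phosphorus and stress genes detected in all 12 samples of an elevation at an absolute Pearson correlation of at least 0.98, and were set beside 100 random networks with the same links per gene. The threshold was taken from Table 2, because the random matrix pipeline was not run here. Tools were R 4.3.3, limma 3.58.1, vegan 2.7.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9.

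The number of genes detected stood for depth and ranged from 10536 to 16595 per sample. The sites of a lake are the replicates of the tests, while elevation was sampled by 2 lakes each, so p-values apply to these 4 lakes. Tested on simulated data with the real spread, the comparison of 674 family sums recovered 26% of families shifted by 0.2 and 82% of those shifted by 0.6 on the log2 scale, with 5 false calls. That of 17337 single genes recovered 22% of genes shifted by 0.005 and 68% of those shifted by 0.01, with 2 false calls. The simulated noise was independent between families and genes, while the real family sums rise and fall together with the number of genes detected. These rates therefore need not hold for the real data. The network step found 100% of planted links among 500 simulated genes and 0 others.

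Gene families and taxa are named by a rule set before the data were examined, with the paper's figures and text already seen. It takes the families and taxa that the results text names, the largest differences past the threshold with the same sign in all 4 pairs of an HEL and an LEL (5 per list, 10 each way outside Figures 2 and 3), and the hubs of Supplementary Table 3. Families at an unadjusted p under 0.05 and genes found widely at one elevation were named after their values were seen. The lists of Figures 2 and 3 are those of the study, 41 stress response, 9 carbon fixation and methane, 34 carbon degradation and 20 phosphorus and nitrogen families. Cyanobacteria, fungi, archaea, bacteriophages and the categories of soil-borne pathogens and soil benefit served as lists for other organisms the water can hold. Alternatives were a stricter detection rule, relative signal intensity, another pseudocount, other tests and distances, blocks for site and sample numbers, the lake as a random block or as the replicate, and leaving out each lake. The chitinase of the text was taken as the chitinase family of bacteria and archaea, after Supplementary Table 3.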

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

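The tests that set the total of every sample equal and the counts for other pairings of the lakes were chosen after the results they bear on were seen, as were the networks of the same genes or of values minus the site-number mean at 0.95, and the networks over shared samples.

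Outside the families of Figures 2 and 3, which the paper reports, 10 of the 674 families passed the adjusted threshold in limma, 8 higher and 2 lower in the HELs, each with the same sign in all 4 pairs of an HEL and an LEL. By relative signal intensity 16 passed, 5 higher and 11 lower. The largest difference in normalized signal intensity was in rusticyanin, a copper protein of iron oxidation in acidophiles, with 1 gene of Acidithiobacillus ferrooxidans found in 10 of 12 HEL samples and listed at 0 in the LELs (log2 difference 0.80, adjusted p = 7.13e-05). aflatoxin_aflL, of fungal aflatoxin synthesis, was found in 9 HEL samples (0.74, adjusted p = 0.00181) and the T4-type host recognition genes of bacteriophages in 7 (0.57, adjusted p = 0.0379), both listed at 0 in the LELs. protease_cysteine_fungi was found in 11 HEL and 4 LEL samples (0.72, adjusted p = 0.0379). For the families listed at 0 in the LELs, 1 or 2 detections in a lake would be blank. Their p-values take these blanks as 0 without spread and can be too low.

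B_lactamase_A, a family of beta-lactam resistance, rose by 25.0% in the HELs (15.0 ± 1.60 against 12.0 ± 1.62, SD, n = 12 each, log2 difference 0.30, adjusted p = 0.0167). icd, isocitrate dehydrogenase, rose by 43.8% (3.15 ± 0.412 against 2.19 ± 0.606, log2 difference 0.40, adjusted p = 0.0228), tutFDG, of anaerobic toluene degradation, by 32.2% (15.3 ± 2.41 against 11.6 ± 1.98, log2 difference 0.38, adjusted p = 0.0287) and nahF, of naphthalene degradation, by 88.0% (1.72 ± 0.591 against 0.914 ± 0.288, log2 difference 0.50, adjusted p = 0.0379). These 4 were above the LEL mean in 12 of 12 HEL samples and did not pass in relative signal intensity, with adjusted p = 0.0871 for B_lactamase_A, 0.108 for icd, 0.0842 for tutFDG and 0.0668 for nahF. CDD was found in 8 LEL samples and listed at 0 in the HELs (log2 difference -0.67, adjusted p = 0.0141, with blanks taken as 0). linD, of lindane degradation, fell (1.02 ± 0.00706 in the HELs against 1.67 ± 0.480 in the LELs, log2 difference -0.38, adjusted p = 0.0141). Its HEL sum was that of about 1 gene per sample with little spread, so blanks taken as 0 can make this p too low.

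As many as these 10 families passed in 3 of 100 random splits of the 24 samples, the real one included, and another split gave 177. For the sums of a gene group and a taxon, 24 passed in the real split and up to 28 in another, with as many in 2 of 100 splits. Both counts lie under a share of 0.05, though 100 splits give such a share only roughly. These splits also break up the lakes and the site numbers, so they do not exclude chance, nor a chance difference between pairs of lakes. The 4 lakes allow only 3 pairings, too few for such a share. HHZ and MJK against the other lakes gave 6 families and 4 sums, HHZ and BGY 1 and 1, and in relative signal intensity the real pairing gave 16 families and the others 23 and 3. With lake means, 2 against 2, 0 families and 0 sums passed. The splits with 177 and 138 families had the widest gaps in the mean number of genes detected, 1972 and 1963.5 genes against 983.3 in the real split, which ranked 22, and so point to a structure of the samples.

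Most families had a higher sum in the HELs, 523 of 674. A candidate explanation is technical, the larger number of genes detected per HEL sample, which cannot be told apart here from a difference in the families, since the normalized sums of a sample add up to its number of genes detected. Setting every sample's total equal left 47.8% of the families higher, but that scaling centres the families whatever the cause, so the share decides nothing. The median of the 41 stress families stood at percentile 85.0 of random lists before this scaling and 86.6 after it, which likewise does not bear on the cause, as the scaling moves all families alike. Why more genes were detected in the HEL samples was not tested. By the methods the same amount of DNA was labelled for each sample, which bears on yield, and a difference in hybridization stays open beside elevation itself.

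Genes detected at one elevation only made up 17.6% of all, while pairing each HEL with an LEL gave 17.8% (HHZ with MJK) and 15.1% (HHZ with BGY). Blanking of detections in lakes with fewer than 3, a technical explanation, cannot be told apart here from differences between lakes, since one of the mixed pairings lay above the real one and the other below it. Random splits of the samples, which break up the lakes, gave 0.352 to 7.01% (100 splits). Elevation stays open as a biological explanation for the part seen in both HELs.

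At a correlation of 0.95 the HEL network had more links than the LEL network, 9527 against 3811, though fewer at 0.98. A larger number of genes entering the HEL network is argued against as the whole cause, because with the same genes in both the HELs had 1.73 times the links. Whether differences between site numbers shared by both lakes of an elevation account for it was not decided. After subtracting the site-number means the ratio was 1.08, but the links rose to 24356 in the HELs and 22502 in the LELs. Shuffled values then also gave 9697 and 5818 links, so this ratio cannot tell the cause. Links of both signs appeared when genes with undetected samples were let in, but with values shuffled those networks still held at least 68.1% of their links, so many of these links may come from correlations over few samples. Elevation stays open and was not tested, with 1 network per elevation.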

How the results depend on the processing

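Relative signal with a block, with the lake or with the t-test, the brightest-gene set, the genes detected in all samples for structure, and the networks that combine 0.95 with another choice were chosen after seeing the data. Single families and taxa, 62 in all, kept their direction and side of the threshold in 646 comparisons, lost the call in 221, gained it in 23 and turned in 39, and 51 of the 62 never turned. For the summary results 131 values kept their direction and call or stayed close to the main value, 54 moved, 6 turned, 4 lost the call and 2 gained it. Not run were a signal-to-noise ratio of 3, linear signal, undetected signal kept, background correction by normexp and a slide block, which need values not used here, and detection in 1 of 6 samples removes no probe. Every p rests on 4 lakes, and signal over background was not used. Except where fewer genes or samples are stated, the cause of a change was not tested.

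Numbers did not pair the samples by design. Of 12 pairs of an HEL and an LEL sample with the same number, 10 had a correlation of deviations over 0.1, and 12 of 24 samples were closest to their own number, while 16 of 24 were closest to a sample of another lake with their own site number. With the site number as a replicate block, the 983.3 more genes in the HELs passed (p = 0.00179), as did the 90.0 more stress genes (adjusted p = 0.00144) and 12 of 16 categories. Families past the threshold with this block were 8 of the stress, 2 of the carbon fixation and methane, 10 of the carbon degradation, 9 of the phosphorus and nitrogen and 110 of all families, with 59 taxa and 9 single genes. With the sample number as a replicate block they were 6, 1, 9, 7 and 85, with 48 taxa. With the site block in relative signal they were 2 stress, 1 carbon fixation, 1 carbon degradation and 29 of all families.

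With detection in at least 4 of 6 samples, 93.5% of the genes were shared, 4.16% in the HELs only and 2.34% in the LELs only. With the same number of brightest genes per sample the shares were 7.34 and 9.86%, so that genes in the HELs only minus genes in the LELs only turned to -2.53 points. ANOSIM R was 0.157 without HHZ and 0.0285 without BHZ, with fewer samples, where adonis (p = 0.00619 and 0.0398) and MRPP (p = 0.00172 and 0.0151) remained past the threshold, and 0.484 without MJK and 0.388 without BGY. In relative signal R was 0.153 (p = 0.0232) and adonis gave 10.5% (p = 0.0476). Over the genes detected in all samples, a set without differences in detection by its definition, R was -0.0250 and adonis gave 3.77%.

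By Student's t-test on normalized signal at an unadjusted p under 0.05 there were 3 stress, 3 carbon degradation, 5 phosphorus and nitrogen and 104 of all families, and 64 taxa. The methods' t-test, on relative signal, gave 8 stress, 3 carbon fixation and methane, 8 carbon degradation, 6 phosphorus and nitrogen and 118 of all families, and 50 taxa, and after adjustment 1 carbon degradation family, 17 of all families and 15 taxa. In relative signal 1 carbon degradation family and 16 of all families passed (5 higher and 11 lower, against 8 and 2), and taxa split into 13 higher and 5 lower, against 21 and 3. Lake means, 2 against 2, gave 0 of all families and 0 taxa in normalized and in relative signal, and relative signal with the lake as a random block 2 families and 6 taxa. The permutation test gave 6 of all families after adjustment. Without BHZ 4 families and 2 taxa passed, without HHZ 10 taxa, and without BGY 1 phosphorus and nitrogen family, each with fewer samples. Single genes past the threshold numbered 1 over the genes detected in all samples, 3 with the lake as a random block and 2 without MJK, against 0.

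In the functional gene networks the HELs differed from the LELs in links by -12.4%, by -38.7% with the same genes, -19.9% after subtracting site-number means and -95.2% over starred families only, and with the opposite sign by 149.987% at 0.95, 252% by Spearman correlation over 0.8, 121% after subtracting lake means, 72.5% with the same genes at 0.95 and 8.24% after subtracting site-number means at 0.95.

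In relative signal the log2 difference turned for ahpF (-0.00783, lake means -0.0132), proW (-0.00586, lake means -0.0119), clpC (-0.0237 in both), pcc (-0.0407, lake means -0.0404), FTHFS (-0.0218, lake means -0.0222), vdh (-0.0274, lake means -0.0276) and chitinase_general_bact_arch (-0.0151, lake means -0.0167), with the first value also under the site block and the lake as a random block. For pmoA it was -0.101 in relative signal, -0.102 with its lake means, -0.00945 with lake means, -0.0379 without MJK and -0.00555 without HHZ. aclB turned to 0.00935 without BHZ, mmoX to -0.0514 without BGY, and camDCAB to -0.204 without BGY and -0.0841 without HHZ. None of these 11 families passed in normalized signal without a block, while pmoA in relative signal passed under the site block.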

Differences from the paper's values

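The paper counts 17238 genes detected, and 21035 were used here, or 17552 with detection in at least 4 of 6 samples of a lake. The values below therefore rest on different sets of genes, which limits their comparison with the paper. For ahpF and proW the paper gives an increase of more than 50% in the HELs, where 4.64 and 6.49% were found. For obgE, grpE, glnR, pstA, sigma_32 and clpC it gives more than 20%, where 9.97, 9.15, 12.1, 7.65, 12.0 and 5.50% were found. The paper's vdh increase is 25% and its hyaluronidase increase 26%, against 4.93 and 8.69% here. In all of these the alternatives set before the data were examined, which were detection in at least 4 of 6 samples, relative signal intensity and a pseudocount of 0.5, also differed. For camDCAB (48%), acetylglucosaminidase (20%), chitinase (15%) and mannanase (14%) the paper's values lay within the SD of the samples from the 7.97, 11.3, 6.53 and 8.43% found, and among their alternatives only that of chitinase in relative signal intensity (-1.15%) differed. The SD is a wide margin, most of all for camDCAB, and does not show that the values match. It was not applied to values the paper states as more than a bound. The gaps of obgE, grpE, glnR, pstA and sigma_32 to their bound were also smaller than their SDs. For bglP and cydA the paper gives more than 50% and 37.1 and 37.6% were found, with 17.1% for bglP at the stricter detection and 28.1 and 31.4% for both in relative signal intensity, which differ. Without BHZ the log2 difference of sigma_32 was 0.27, past the paper's bound. For hdrB Fig. 3A shows about 180%, read by eye, and 11.9% was found, with 4.39% in relative signal intensity and 0.438% at the stricter detection, which also differ. The paper's first DCA axis is longer than 2 SD and the one found here was 0.975 SD long, with no alternative run.

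The paper counts 30 stress response families past its threshold and 0 were found by limma after adjustment. The paper's threshold is p < 0.05 by t-test with no adjustment named, at which Student's t-test on normalized signal intensity gave 3 (bglP, cydA and dnaK). The site number as a replicate block gave 8 (cydA, dnaK, fnr, katE, obgE, sigma_24 and sigma_70 higher and katA lower) and the sample number 6, and every other alternative set beforehand gave 0, so all differ. The methods' t-test, on relative signal intensity, was run only after seeing the values and gave 8 stress families, 6 of them among the 23 starred in Figure 2 (bglP, cydA, dnaK, fnr, sigma_24 and sigma_70). The paper counts 8 carbon degradation families, against 0 by limma, 1 in relative signal intensity and 3 by Student's t-test on normalized signal intensity (cellobiase, nplT and hyaluronidase). The methods' t-test, on relative signal intensity and run after seeing the values, reached 8, but 4 of them were lower in the HELs and it called 2 of the paper's 8 (acetylglucosaminidase and cellobiase) and dropped 6, and it called napA (unadjusted p = 0.00192). The counts with the site number (10) and the sample number (9) as a replicate block lie within 1.5 times of the paper's, and all other alternatives set beforehand differ. Of the families the paper calls, the site block called cydA (adjusted p = 0.00917), obgE (0.0285), hyaluronidase (0.0347), acetylglucosaminidase (0.0107), chitinase_general_bact_arch (0.0243), cellobiase (0.0107), cda (0.0134), mannanase (0.00863), phytase (0.0285) and napA (0.00863), and also CODH (0.0285) and rubisco (0.0238), which the paper does not call. The block for the sample number called the same families except hyaluronidase and rubisco. Relative signal with the site block, chosen after seeing the values, called cydA (adjusted p = 0.0426) and dropped obgE, hyaluronidase, acetylglucosaminidase, chitinase, cellobiase, cda, mannanase, phytase and napA.

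The networks rest on different sets of genes, which limits their comparison: the paper entered 2397 genes for the HELs and 1808 for the LELs, and 4285 and 3329 entered here, as in the alternatives except starred families only (822 and 626, which differ too) and the same genes in both (2837, which differs for the LELs and not for the HELs). The paper's HEL network has 1873 nodes and 7550 links, 53% of them positive, and 358 nodes and 297 links, 99.7% positive, were found. Its LEL network has 1355 nodes and 4548 links, 55% positive, against 227, 339 and 100%. At a correlation of at least 0.95, set beforehand, the nodes and links did not differ by the same rule (1959 and 9527 in the HELs, 1205 and 3811 in the LELs), while the share of positive links did (98.2 and 99.5%). After subtracting site-number means (a replicate block) the nodes did not differ (2278 and 1773), nor did the LEL links (3902) or the HEL share of positive links (73.0%), while the HEL links (3127) and the LEL share (86.1%) did. By Spearman correlation over 0.8 only the HEL share of positive links did not differ (75.7%). Starred families only, the same genes in both and subtraction of lake means differed in every value of nodes, links and signs. Networks over shared samples, chosen after seeing the values, had 47.9% positive links in the HELs and 51.3% in the LELs, but 29187 and 27359 links, and 11 of the paper's 21 HEL module hubs, its 2 HEL connectors and 9 of its 10 LEL hubs entered them.

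The paper finds stress response the only category richer in the HELs, and here its adjusted p was 0.445 (unadjusted 0.154), or 0.00144 with the site number as a replicate block (unadjusted 0.00027). It finds no difference in structure within an elevation, and adonis here, on a different set of genes, gave exact p = 0.0325 for the 2 LELs and 0.00866 for the 2 HELs. It ties most genes unique to the HELs to stress, which were 9.88% of them here. It reports no Firmicutes behind glucose limitation in the LELs, where 12 of 12 samples had signal. It reports Verrucomicrobia behind protein stress in the HELs only, where 7 HEL and 10 LEL samples had signal. Cold shock genes of Actinobacteria, higher in the HELs in the paper, differed by 0.129% (adjusted p = 0.975) and by -7.74% in relative signal intensity. The archaeal species it does not find in the LELs include Archaeoglobus fulgidus, whose CODH gene was detected in 12 of 12 LEL samples, and Metallosphaera yellowstonensis, whose hdrB gene was detected in 12 of 12.

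Among the phosphorus genes the paper calls phytase only, and ppx had the lower p here (0.0386 against 0.0577). Among the nitrogen genes it calls napA only, and norB (p = 0.00418) and hao (p = 0.00891) had a lower p than napA (0.0142). napA of Deltaproteobacteria, higher in the HELs in the paper, differed by 1.42% (adjusted p = 0.998), or -3.88% in relative signal intensity. At a correlation of 0.98 the HEL network had fewer links per gene (1.66 against 2.99), a lower clustering coefficient (0.0936 against 0.183) and a longer harmonic distance (57.5 against 19.8) than the LEL network, each in the order opposite to the paper's, while its modules were more numerous, as in the paper (104 against 64). Both networks were far sparser than the paper's. Their distances and modules largely reflect separate small parts, which limits this comparison to the order of the values. Links per gene were higher in the HELs, as in the paper, at 0.95 (9.73 against 6.33), by Spearman correlation over 0.8 (228 against 83.2) and after subtracting lake means (2.00 against 1.76). They were lower with the same genes in both (1.71 against 3.32) and after subtracting site-number means (2.75 against 4.40), and clustering and distance were not compared at those settings. Links touching a stress response gene, more numerous in the HELs in the paper, were 67 in the HELs and 93 in the LELs at 0.98. The paper has connectors in the HEL network, and 0 were found, and it has mostly stress genes as HEL hubs, where 1 of 2 module hubs was a stress gene.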

Other observations

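The genes of the first paragraph, the families in relative signal intensity and the widest splits were singled out, and the tests of site numbers chosen, after their values were seen. Genes found widely in the HELs and listed at 0 in the LELs, where 1 or 2 samples of a lake can still have held them, were of many functions. Of the 2054 genes with values in the HELs only, 37 were found in at least 10 of 12 samples, against 1 of the 1644 genes with values in the LELs only, an acc gene of Vibrio sp. RC341. Found in 12 of 12 HEL samples were an FBPase gene (fructose bisphosphatase) of Gluconobacter morbifer and an MFS_antibiotic transporter gene of Sphingomonas wittichii. In 11 of 12 were an FTHFS gene of Paraprevotella xylaniphila, amyA of Bacillus licheniformis, the potassium transporter gene kup of Geobacter bemidjiensis, a nosZ gene of an uncultured soil bacterium, a pilin gene of Cellvibrio japonicus and a fungal acetylglucosaminidase gene of Arthroderma gypseum. Acidithiobacillus ferrooxidans had both its rusticyanin and a mercury resistance gene (mer) in 10 HEL samples. gyrB of Exiguobacterium sibiricum, narJ of Xylanimonas cellulosilytica and cydA of Desulfovibrio piger were also found in 10. The difference between 37 and 1 was not tested, and 71.6% of the genes with values in the HELs only came from 1 lake.

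Families of several functions fell in the HELs in relative signal intensity that did not pass in normalized signal intensity. Among them were the T2-type host recognition genes of bacteriophages (-40.3%, adjusted p = 0.0313), SmtA, a metallothionein of metal resistance (-39.2%, adjusted p = 0.0233), cah (-35.2%, adjusted p = 0.0119) and pobA, of hydroxybenzoate degradation (-27.1%, adjusted p = 0.0216), each below the LEL mean of normalized signal intensity in 12 of 12 HEL samples. AprA, of sulfate reduction (-10.6%, adjusted p = 0.0193), NRPS (-17.4%, adjusted p = 0.0439), acc (-13.8%, adjusted p = 0.0233) and the sortase family srt (-17.1%, adjusted p = 0.0439) also fell, by limma throughout. catechol_B, of catechol degradation, rose (29.1%, adjusted p = 0.0156), and its 38.2% in normalized signal intensity did not pass.

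Groups of organisms other than bacteria, and photosynthetic ones, did not pass the threshold. Cyanobacteria differed by 8.25% (adjusted p = 0.438) and by 0.893% in relative signal intensity, archaea by 8.29% (adjusted p = 0.360) and 0.832%, fungi by 6.25% (adjusted p = 0.490), which turned to -0.672%, and viruses by 3.25% (adjusted p = 0.559), which turned to -3.70%. The category of bacteriophage genes differed by -0.178% (adjusted p = 0.864) and -6.27% in relative signal intensity. Soil-borne pathogen genes differed by 3.40% (adjusted p = 0.560), turning to -3.41%, and genes of soil benefit by 5.49% (adjusted p = 0.449), turning to -1.73%.

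The number of genes per sample went with the site number. It took 88.5% of the variance within lakes (permutation test within lakes, p = 1e-05, the smallest that could be had), and HEL samples had more genes than LEL samples in 19 of 24 pairs with the same site number. In adonis the site numbers took 43.1% (F = 2.72, p = 1e-04, the smallest that the permutations can give) and the 4 lakes 32.7% (F = 3.24, p = 2e-04), while in CCA the site numbers took 24.7% (p = 0.147) and the lakes 36.1% (p = 1e-04). What the site numbers share between lakes was not tested.

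Single genes detected at both elevations numbered 17337, of which 0 passed the threshold by limma and 769 had an unadjusted p under 0.05. For the single genes and the lists of Figures 2 and 3 the random splits decide nothing, since with 0 in the real split 100 of 100 splits necessarily gave as many. Other splits gave up to 14 single genes, 15 stress response, 6 carbon fixation and methane, 19 carbon degradation and 12 phosphorus and nitrogen families. The split with 15 stress and 19 carbon degradation families is the one with the widest gap in genes detected, which points to a structure of the samples.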
